# Indisulam targets RNA splicing and metabolism to serve as a therapeutic strategy for high-risk neuroblastoma

**DOI:** 10.1038/s41467-022-28907-3

**Published:** 2022-03-16

**Authors:** Anke Nijhuis, Arti Sikka, Orli Yogev, Lili Herendi, Cristina Balcells, Yurui Ma, Evon Poon, Clare Eckold, Gabriel N. Valbuena, Yuewei Xu, Yusong Liu, Barbara Martins da Costa, Michael Gruet, Chiharu Wickremesinghe, Adrian Benito, Holger Kramer, Alex Montoya, David Carling, Elizabeth J. Want, Yann Jamin, Louis Chesler, Hector C. Keun

**Keywords:** Cancer metabolism, Targeted therapies, Pharmacodynamics

## Abstract

Neuroblastoma is the most common paediatric solid tumour and prognosis remains poor for high-risk cases despite the use of multimodal treatment. Analysis of public drug sensitivity data showed neuroblastoma lines to be sensitive to indisulam, a molecular glue that selectively targets RNA splicing factor RBM39 for proteosomal degradation via DCAF15-E3-ubiquitin ligase. In neuroblastoma models, indisulam induces rapid loss of RBM39, accumulation of splicing errors and growth inhibition in a DCAF15-dependent manner. Integrative analysis of RNAseq and proteomics data highlight a distinct disruption to cell cycle and metabolism. Metabolic profiling demonstrates metabolome perturbations and mitochondrial dysfunction resulting from indisulam. Complete tumour regression without relapse was observed in both xenograft and the Th-*MYCN* transgenic model of neuroblastoma after indisulam treatment, with RBM39 loss, RNA splicing and metabolic changes confirmed in vivo. Our data show that dual-targeting of metabolism and RNA splicing with anticancer indisulam is a promising therapeutic approach for high-risk neuroblastoma.

## Abstract (web summary)

The prognosis of high-risk neuroblastoma is poor despite the availability of multimodal treatment. Here the authors show that high-risk neuroblastoma is sensitive to indisulam, a selective degrader of the splicing factor RBM39 through the dual targeting of RNA splicing and metabolism.

## Introduction

Neuroblastoma is the most common solid and extra-cranial paediatric tumour, originating from neural crest cells of the sympathetic ganglia. Treatment options include surgical resection, cytotoxic chemotherapy, radiotherapy, myeloablative autologous stem cell transplantation and multimodal therapy. However, the prognosis for high-risk cases remains poor with a high incidence of tumour relapse^1^. Most high-risk cases are characterised by *MYCN*-amplification which accounts for 20% of all neuroblastoma cases^2^.

Indisulam (E7070) is one of a class of aryl sulfonamides originally discovered by Eisai through several screens for small molecule inhibitors that block cell cycle progression^3,4^. Thereafter, studies revealed that indisulam targets multiple checkpoints through G1 and G2 phases of the cell cycle, and disturbs and downregulates cyclin A, cyclin B, CDK2 and CDC2 via p21/p53 dependent mechanisms^5^. Tumour regression in HCT116 xenografts by indisulam was superior to other anticancer compounds such as 5-FU and Irinotecan^6^, which prompted the investigation of indisulam in Phase I/II clinical trials as an anticancer agent for several advanced solid tumours^7–13^. Despite acceptable toxicity profiles, clinical responses have been modest and the efficacy of indisulam has never been tested in neuroblastoma.

More recently, the precise molecular mechanism of action for indisulam was uncovered by two independent studies^14,15^. Indisulam induces a ternary protein complex between RNA Binding Motif 39 (RBM39) and the E3 ubiquitin ligase receptor DDB1 and CUL4 associated factor 15 (DCAF15) resulting in rapid proteasomal degradation of RBM39, aberrant RNA splicing and cell death (Fig. 1a)^14,15^. DCAF15 expression was shown to be necessary for this mode of action and thus proposed as a stratification marker of response in haematopoietic malignancies^14^. RBM39 is an SR-rich protein homologous to, and associated with, the key splicing factors U2 auxiliary factor 65 (U2AF65)^16–18^ and SF3b155^19^. RBM39 has been proposed to serve as a pre-mRNA splicing factor^16,20,21^ and loss of RBM39 causes alternative splicing defects^22^. Additionally, RBM39 is known to be a coactivator of transcription factors such as AP-1 and oestrogen receptors (ER) α and β^21^ and may also regulate metabolism via activation of the NF-ҡB/c-Myc pathway^23^.

**Fig. 1:**
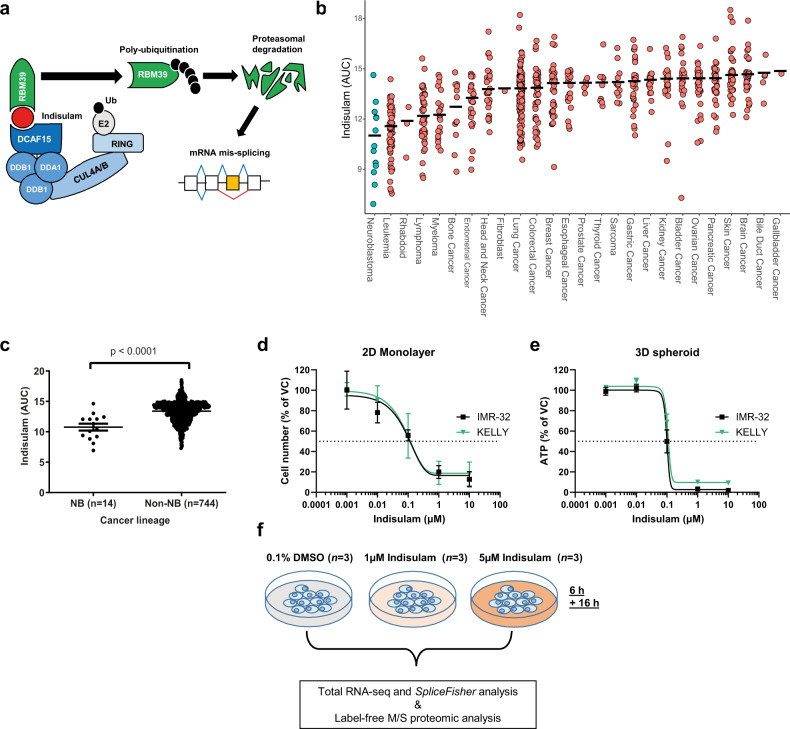
Indisulam is highly efficacious in in vitro models of neuroblastoma. **a** Aryl sulfonamides such as indisulam (red) act as a molecular glue bringing together DCAF15 E3 ubiquitin ligase and RNA binding protein RBM39 resulting in poly-ubiquitination and degradation of the protein. Depletion of RBM39 leads to aberrant splicing defects. **b**. Median indisulam area-under-curve (AUC) in cell lines from 26 tumour origins. Data was acquired from the CTD^2^ network^24^, each circle represents one cell line. **c** Indisulam AUC of 14 neural-crest derived neuroblastoma (NB) compared to non-NB cell lines (all other cancer lineages, *n* = 744 cell lines). Each circle represents one cell line. Data were acquired from the CTD^2^ network^24^ **d** Neuroblastoma lines IMR-32 and KELLY were treated with a 5-point dose-response of indisulam or vehicle control (VC, 0.1% DMSO) for 72 h. Cell growth determined by SRB assay (*n* = 3 independent experiments). **e** IMR-32 and KELLY cells were grown in 3D spheroids and treated with indisulam or VC (0.1% DMSO) for 72 h. ATP was measured with Cell-Titre-Glo 3D. (IMR-32 *n* = 3 independent experiments, KELLY *n* = 2 independent experiments). **f** Overview of workflow of proteomic and RNAseq analysis in IMR-32. Data are represented as mean values ± SD. **d**, **e** Statistical significance in **c** was determined by a Mann Whitney test. Source data is provided as a Source Data File.

In this study, we demonstrate that indisulam is an extremely effective anticancer agent in models of neuroblastoma. Indisulam reduced cellular growth and induced apoptosis in vitro and caused a complete remission of tumours in two in vivo models of neuroblastoma. Indisulam treatment results in DCAF15-dependent RBM39 degradation leading to splicing errors and reduced levels of proteins involved in cell cycle and metabolism. Metabolome perturbations were observed through liquid chromatography–mass spectrometry (LC–MS) profiling and ^13^C isotope tracer experiments with glucose and glutamine, and global changes to serine, glycine one-carbon metabolism was also confirmed in vivo. Intriguingly, we uncover some indisulam-mediated metabolic flux alterations from glutamine that could be DCAF15-independent. Finally, we confirm that *MYCN* is a determinant for response to indisulam in various in vitro models. In conclusion, our findings suggest that MYCN-amplified high-risk neuroblastoma may be particularly sensitive to the selective loss of RBM39 and modulation of splicing and metabolism by indisulam.

## Results

### Indisulam causes growth inhibition, selective depletion of RBM39 and global RNA mis-splicing in cellular models of neuroblastoma

We first sought to investigate tumour types that are likely to respond to aryl sulfonamides by probing publicly available databases with measurements of indisulam efficacy across 758 cancer cell lines^24^. When sensitivity (as the area under the curve) was reviewed by tumour type, cell lines of the neuroblastoma lineage showed the greatest sensitivity (Fig. 1b) in comparison with cell lines from other lineages (Fig. 1c). The efficacy of indisulam was confirmed in two in vitro models of neuroblastoma, IMR-32 and KELLY. Indisulam reduced growth and viability in both monolayer culture and in 3-D spheroids (Fig. 1d, e). In addition, increased caspase activity was observed in IMR-32 indicating cell death by apoptosis (Supplementary Fig. 2). To confirm that indisulam induces selective RBM39 degradation in neuroblastoma, we performed LC–MS-based global label-free proteomics following indisulam treatment in IMR-32 cells. After 6 h treatment (5 µM) we observed a highly selective loss of RBM39 abundance (~9-fold reduction) compared to ~4300 other detected proteins (Fig. 2a). The degradation of RBM39 was validated by western blot in IMR-32 and KELLY cell lines (Fig. 2b). The dependency on proteasome function for this response was confirmed through the rescue of RBM39 degradation using the proteasomal inhibitor bortezomib (Supplementary Fig. 3). 

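Total RNA was sequenced from IMR-32 cells, an established human neuroblastoma cell line, after 6 h or 16 h with vehicle (DMSO), 1 µM or 5 µM indisulam. The data hold 1 library for each of these 6 conditions. The labels of the libraries number the doses 1 and 2. The paper gives 1 and 5 µM as the RNAseq doses, and dose number 2 was read as 5 µM. The labels call the control cells untreated, where the figure legends of the paper give a vehicle control. For its splicing analysis the paper gives n = 3 independent experiments, and its text does not name how those relate to the libraries. Ribosomal and mitochondrial RNA had been depleted by the authors, who aligned the paired-end reads to the human genome (hg19) with HISAT2 and counted them with featureCounts. The deposited values are these counts, without normalization, for genes listed by Entrez Gene ID.
Counts on genes summed to 40121662 for vehicle, 53645363 for 1 µM and 34445544 for 5 µM at 6 h. At 16 h the sums were 33413827 for vehicle, 32493721 for 1 µM and 28944767 for 5 µM. The paper states about 45000000 reads per sample. The values given here use the counts on genes, with a mean of 37177481 per library. The smallest share this depth can show, 3 counts, is 0.0559 CPM (counts scaled to the total of the library, as edgeR gives them) in the largest library and 0.104 CPM in the smallest. The 10 genes with the most counts took 11.1% of the counts for vehicle at 6 h and 14.3% for 5 µM at 16 h. Most of these genes encode structural RNAs or abundant proteins, such as the signal recognition particle RNAs RN7SL1 and RN7SL2, RN7SK and EEF1A1.
Counts were scaled with edgeR's TMM method, whose factors lay between 0.946 (5 µM, 16 h) and 1.05 (vehicle, 6 h). Each treated library was set against the vehicle library of its own time as a log2 ratio of CPM with a prior count of 2. Genes with a mean of at least 1 CPM were kept, which left 13777. With a single library per condition these ratios have no replicate check. A Wilson 95% confidence interval for each ratio covers counting error only. As a measure of how far libraries without drug lie apart, each gene was also set against a vehicle range, the central 95% of the log2 ratios of vehicle at 16 h to vehicle at 6 h among the 500 genes nearest to it in expression. That range includes any effect of time in culture. The normalization, the minimum CPM and the fold threshold are the choices that could change the numbers. Splicing events were counted by the paper from reads across exon and intron boundaries, which counts per gene do not hold.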

Since the loss of RBM39 is associated with defects in RNA splicing, we sought to identify transcripts that were affected following indisulam treatment in IMR-32 cells using total RNAseq. Stringent detection of altered events such as the skipping of cassette exons or the incorrect inclusion of introns was performed using *SpliceFisher* (github.com/jiwoongbio/SpliceFisher^14^, Supplementary Fig 1). Indisulam caused a high number of significant exon skipping (1893) and intron retention (1571) events (Fig. 2c). These include splicing events consistently reported following indisulam exposure such as the skipping of exon 6 and 7 of *TRIM27* (Fig. 2d—black arrows), and both exon skipping and intron retention in *EZH2* (Supplementary Fig. 4)^14,15^. 

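*TRIM27* (Entrez Gene ID 5987) lies on the minus strand of chromosome 6 of hg19 from 28870779 to 28891765. Exon 6 (28876585 to 28876617, 33 bp, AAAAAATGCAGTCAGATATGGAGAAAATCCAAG) and exon 7 (28875013 to 28875039, 27 bp, AATTAAGAGAGGCTCAGTTATACTCAG) are coding in the annotated transcript of 8 exons. The length of each is a multiple of 3, so leaving out both removes 60 bp and keeps the reading frame. The splice acceptor before exon 6 reads TTCTTGTTTTCTTTTCTTAGAAA, with 20 intron bases and 3 exon bases, and the acceptor before exon 7 reads TTGCTCTTTTATTCTTTCAGAAT. Exon 6 ends at the donor AAGGTAAAT and exon 7 at CAGGTAGGT, each with 3 exon bases and 6 intron bases. Located in the genome, the PCR primers of the paper span exons 5 to 8 and give a product of 253 bp, or of 193 bp without exons 6 and 7.
Over the whole gene, *TRIM27* RNA was 50.3 CPM with vehicle, 51.1 CPM with 1 µM and 52.3 CPM with 5 µM at 6 h. The log2 ratios to vehicle were 0.03 (Wilson 95% confidence interval −0.06 to 0.11) and 0.06 (−0.03 to 0.15), a difference that was not detectable at this depth. At 16 h they were 0.28 with 1 µM, just above the vehicle range of −0.23 to 0.23, and 0.15 with 5 µM, inside it. Scaling by total counts moved *TRIM27* at 5 µM and 16 h to 0.03, and at 5 µM and 6 h below 0 (−0.004). The counts of exons 6 and 7 cannot be separated from those of the other exons in counts per gene.
*EZH2* (Entrez Gene ID 2146), on the minus strand of chromosome 7 from 148504349 to 148581413, has 20 exons in its annotated transcript. The primers of the paper lie in exons 12 and 15 and give a product of 297 bp when no exon is left out. *EZH2* RNA was 96.6 CPM with vehicle at 6 h, 54.2 CPM with 1 µM and 47.0 CPM with 5 µM. The log2 ratios were −0.83 (−0.90 to −0.76) and −1.04 (−1.12 to −0.96) at 6 h, and −1.28 and −1.14 at 16 h, all below the vehicle range of −0.24 to 0.24. Over the 4 treated and 2 vehicle libraries, with time as a block, its log2 fold change was −1.07 (standard error 0.11, adjusted p = 0.00829 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For *TRIM27* the adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.356. A pseudogene carries the name of *EZH2*, and the paper's text does not name how reads shared between such copies were counted.

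**Figure D1:**
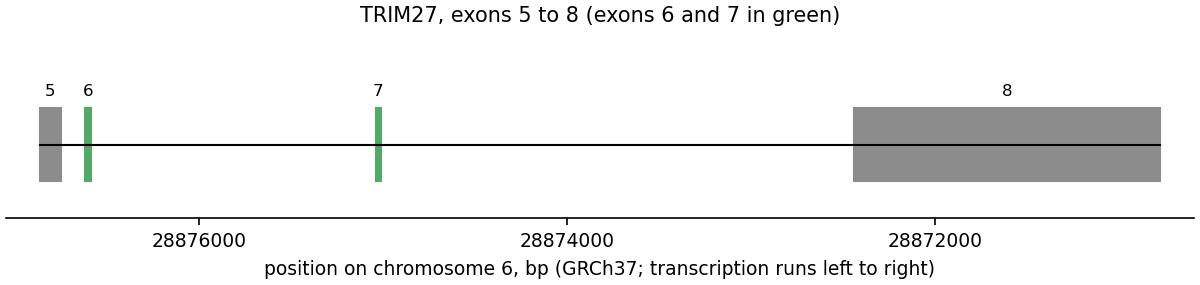
Exons 5 to 8 of *TRIM27* on chromosome 6 of GRCh37 (the hg19 build), drawn to scale in base pairs with transcription from left to right. Boxes are exons, the line is the gene and exons 6 and 7, of 33 and 27 bp, are in green.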

Using polymerase chain reaction (PCR) assays we validated dose- and time-dependent exon skipping of *TRIM27* (Fig. 2e, f) and *EZH2* (Supplementary Fig. 4) in both KELLY and IMR-32 cell lines. Collectively, these data were consistent with the hypothesis that selective degradation of RBM39 and defects in pre-mRNA splicing are likely to be the primary mechanism for the anti-proliferative effect of indisulam in neuroblastoma.

**Fig. 2:**
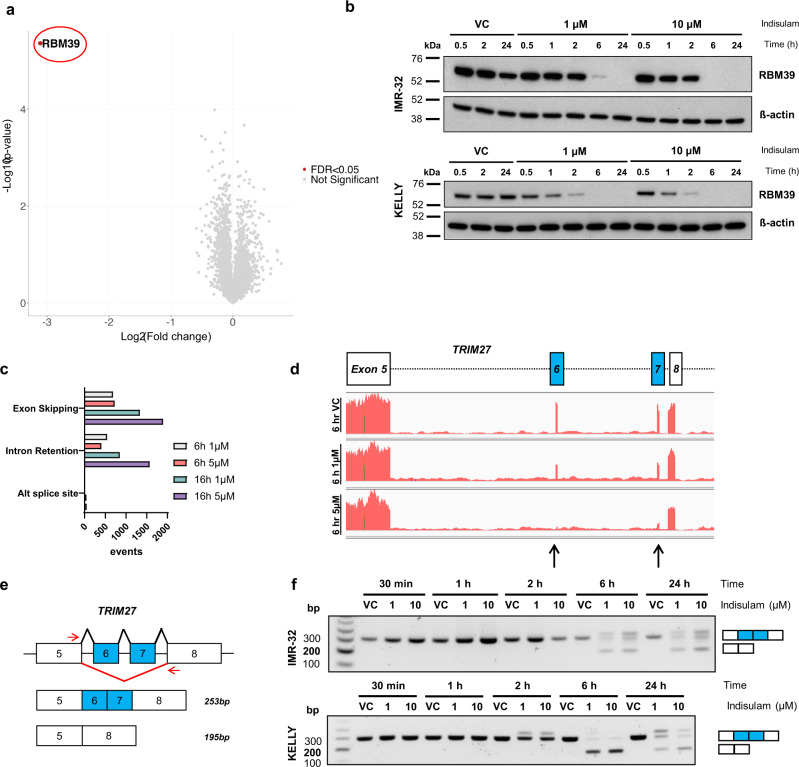
Indisulam causes selective degradation of RBM39 and subsequent mis-splicing of RNA. **a** Volcano plot of proteomic analysis in IMR-32 cells treated with 5 µM indisulam or VC (0.1% DMSO) for 6 h. RBM39 is highlighted in red. **b** Western blot of IMR-32 and KELLY cells treated with vehicle control (VC), 1 or 10 µM indisulam for 0.5–24 h. Representative blot for *n* = 2 independent experiments. **c** Number of RNA splicing events (SpliceFisher analysis, *n* = 3 independent experiments) in IMR-32 cells following treatment with VC or 5 µM indisulam for 6 or 16 h. **d** RNA read counts of *TRIM27* (exon 5–8) in IMR-32 cells treated with VC (top), 1 µM (middle), or 5 µM (bottom) indisulam for 6 h. Black arrows indicate loss of exons 6 and 7. Plot generated with IGV. **e** Diagram of custom primers to detect skipping of exon 6 and 7 of *TRIM27*. **f** PCR of *TRIM27* (exon 5–8) in IMR-32 (top) and KELLY (bottom) cells treated with VC, 1 or 10 µM indisulam for 0.5–24 h. Representative blot for *n* = 2 independent experiments. Source data is provided as a Source Data File.

### Indisulam abrogates proteins involved in cell cycle and metabolism through RBM39-mediated alternative splicing

To capture the consequence of aberrant alternative splicing on protein levels in an unbiased way, we integrated transcriptomic and proteomic analyses post indisulam treatment in IMR-32 neuroblastoma cell line at a later time point (5 µM, 16 h). 

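At the level of gene expression, 428 genes were at least 2-fold higher and 1525 at least 2-fold lower with 5 µM indisulam than with vehicle at 16 h, among the 13777 genes kept. With 1 µM at 16 h the counts were 261 higher and 1052 lower. At 6 h they were smaller, with 88 higher and 44 lower at 1 µM and 106 higher and 117 lower at 5 µM. The 2 vehicle libraries, of 6 h and 16 h, differed at least 2-fold in 37 genes. The number at 5 µM and 16 h moved most with a 1.5-fold threshold, which gave 4835, and without a minimum expression it was 4097. Between the vehicle libraries these settings gave 311 and 1141 genes.
Of the genes at least 2-fold lower at 16 h, 937 were shared by the 2 doses, and 244 of those higher. Between 6 h and 16 h at 5 µM, 78 higher and 78 lower genes were shared. Across all genes, which are not independent replicates, the log2 ratios at the 2 doses correlated with Pearson's r = 0.944 (Spearman's rho = 0.942) at 16 h and 0.854 (0.818) at 6 h. The ratios at 5 µM at the 2 times correlated with r = 0.527 (0.486). The 2 doses share a vehicle library within each time, which alone correlates their ratios and adds shared genes. How much it adds was not computed. The comparison of the 2 times does not share a vehicle library.
In all 4 treated libraries 68 genes changed at least 2-fold in the same direction, 48 higher and 20 lower. This balance depended on the settings, with 10 higher and 12 lower at a minimum of 5 CPM and 145 higher and 274 lower at a 1.5-fold threshold. Among those with a mean of at least 5 CPM, the highest log2 ratios at 5 µM and 16 h were those of *CHP1P2* (3.43), *SEC31B* (2.57), *LOC646471* (2.53), *RIGI* (2.36) and *GUCA1B* (2.19), and the lowest those of *SLC7A11* (−2.71), *RSKR* (−2.44), *HERC3* (−2.26), *LRRC61* (−2.04) and *CRISPLD1* (−2.03). Vehicle at 16 h was itself below vehicle at 6 h, outside the vehicle range, for *CHP1P2* (−0.59), *SEC31B* (−0.495) and *SLC7A11* (−1.02). For *CHP1P2* and *SEC31B* this raises the ratios at 16 h. The other genes listed were inside their vehicle ranges in that comparison. *CHP1P2* is annotated as a processed pseudogene, so its counts could include reads of its parent gene. *SEC31B*, *RIGI*, *SLC7A11*, *RSKR*, *LRRC61* and *CRISPLD1* share exon sequence with an overlapping or antisense gene, and the paper's text does not name whether counting used the strand.
When the 4 treated libraries were tested together against the 2 vehicle libraries with time as a block, 1526 of the 13777 genes had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 496 higher and 1030 lower. This test takes the differences between doses, and any change of the effect of treatment with time, as its error and describes the average effect of treatment only. Leaving out 1 treated library at a time gave between 0 and 446 genes, and the fit with 0 had 3327 genes at an unadjusted p under 0.05.

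**Figure D2:**
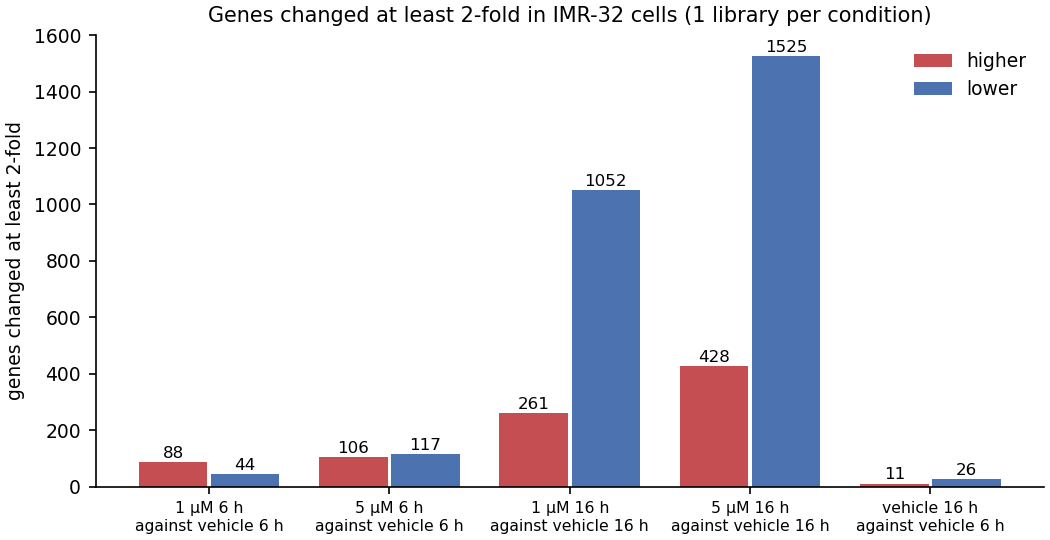
Number of genes at least 2-fold higher (red) or lower (blue) in each comparison of 2 libraries, 1 library per condition. The bars rise from 88 higher and 44 lower genes at 1 µM and 6 h to 428 higher and 1525 lower at 5 µM and 16 h, and the vehicle libraries differ in 11 and 26.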

RBM39 remained the most down-regulated protein but we also observed the dysregulation of other targets (Fig. 3a). By comparing to mis-splicing events we observed that down-regulated proteins largely overlapped with transcripts that were mis-spliced (Fig. 3b, 231/367 (62%) of downregulated proteins were mis-spliced in contrast to 87/502 (17%) upregulated proteins). 

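The pathway analysis in Supplementary Data 1 names 108 mis-spliced genes with reduced protein in at least 1 of its pathways, and all 108 were found among the genes kept. The paper's full set of such genes is larger, and the values here cover those named in a pathway. The heading of Supplementary Data 1 describes intron retention, while the paper's text enters all mis-spliced genes, so the type of splicing event is not certain here. RNA of the 108 genes was lower than with vehicle in most cases. At 5 µM and 16 h, the condition of the proteomic analysis, 94 of the 108 were lower, and their median log2 ratio was −0.72 (quartiles −1.12 and −0.39). To see whether the list stood apart, its median was set against the medians of 10000 random lists of the same size matched on mean expression in 20 bins. The central 95% of these lay between 0.02 and 0.26, so the list was below them. That describes these libraries and not the conditions. The medians were −0.58 with 1 µM at 16 h, −0.32 with 5 µM at 6 h and −0.25 with 1 µM at 6 h, each below the central 95% of random lists. Between the vehicle libraries the median was 0.01, inside the range of random lists (−0.03 to 0.03). Scaling by total counts, which moved the median at 5 µM and 16 h most, gave −0.83.
In edgeR's quasi-likelihood test of treated against vehicle libraries, 51 of the 108 genes had an adjusted p under 0.05 over all genes with Benjamini-Hochberg adjustment, all of them lower, and 80 when the adjustment covered the list alone. The paper chose these genes from its RNAseq for their splicing and from proteomics for their protein, not for the count of their RNA. The choice is still not independent of that count. Counts fall when exons are skipped, and reduced protein can go with less RNA. Random lists of genes not chosen in this way control for neither. The paper's text does not name how its splicing experiments relate to the libraries used here.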

Of these 231 transcripts, the majority experienced intron retention (174/231 = 75%), which is in line with the observation that the presence of intron-retained transcripts correlates to reduced protein levels often through nonsense-mediated decay^25^. To gain insight into the pathways affected through this mechanism, the 231 target genes were subjected to enrichment analysis which revealed that pathways associated with cell cycle and metabolism were particularly impacted. 

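The 25 genes that Supplementary Data 1 lists in its cell cycle pathways had a median log2 ratio of −0.65 (quartiles −1.12 and −0.31) at 5 µM and 16 h, and 21 of them were lower than with vehicle. Random lists of 25 genes of like expression had medians between −0.15 and 0.35 (central 95%). The median was −0.56 with 1 µM at 16 h, and −0.32 with 5 µM and −0.33 with 1 µM at 6 h, when 23 of the 25 genes were lower at either dose. The vehicle libraries differed by a median of −0.01. The 25 genes are part of the 108 above, so their comparison with random lists is not a separate result. At 5 µM and 16 h their median of −0.65 was not lower than that of the 108 (−0.72). In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 13 of the 25 genes had an adjusted p under 0.05 over all genes and 18 over the list alone. The list was chosen for reduced protein and does not stand for all cell cycle genes. Of the 8 genes whose protein Fig. 3a labels as higher, 7 had higher RNA at 5 µM and 16 h. They include the cyclin gene *CCNB2* (0.82), *CENPF* (0.83) and *PRC1* (1.02), each above its vehicle range at both doses at 16 h. At 6 h *CCNB2* and *PRC1* were inside their ranges.
The paper reasons from reduced proteins to transcripts that were mis-spliced, mostly with a retained intron, which it connects with nonsense-mediated decay, and from its enrichment analysis it states that cell cycle and metabolism were particularly affected.

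**Figure D3:**
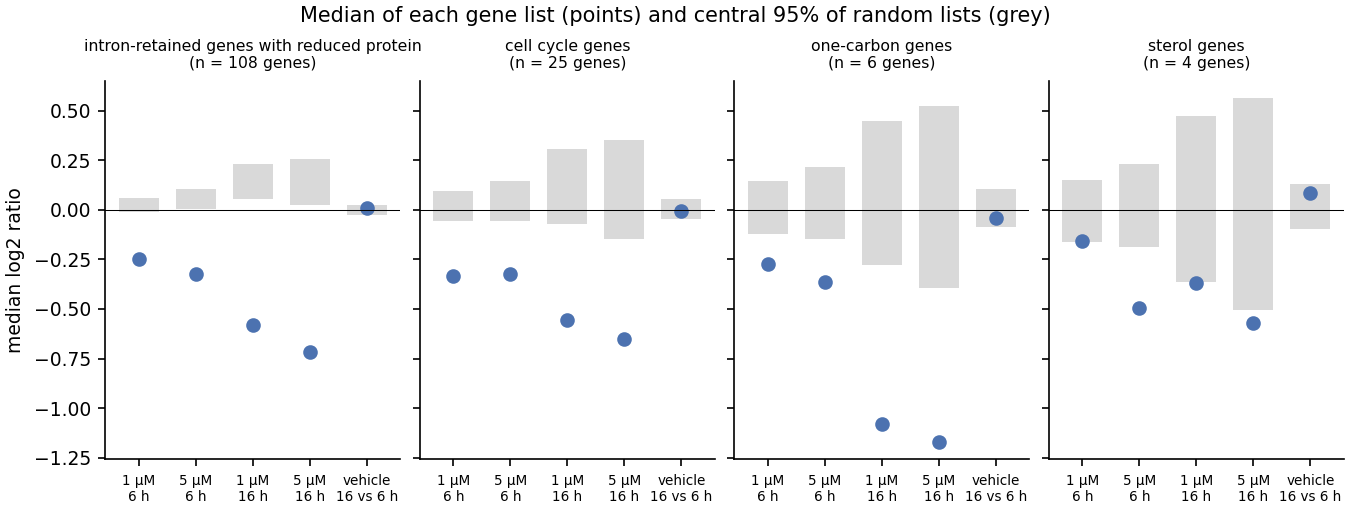
Median log2 ratio of the genes on each list (points) in the 4 comparisons of a treated library with the vehicle library of its time and in the comparison of the vehicle libraries, with the central 95% of the medians of 10000 random lists of the same size and like expression (grey bars). The lists are those of Supplementary Data 1, and the shorter lists are part of the 108 genes. The medians of the 108 mis-spliced genes with reduced protein and of the 25 cell cycle genes lie below the grey bars in all 4 comparisons with drug. Between the vehicle libraries they lie inside the bars.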

(Fig. 3b, Supplementary Data 1). Indisulam was originally discovered as an inhibitor of cell cycle^3,4^ which is consistent with the enrichment among down-regulated proteins of those involved in cell cycle progression. 

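The RNA of *CDK4*, *KIF20A* and *BUB1* was compared between the same libraries, together with *BUB1B*, the gene that Fig. 3a labels. *CDK4* (Entrez Gene ID 1019) lies on chromosome 12 of hg19 from 58141510 to 58149796, *KIF20A* (10112) on chromosome 5 from 137514408 to 137523412, *BUB1* (699) on chromosome 2 from 111395105 to 111435640 and *BUB1B* (701) on chromosome 15 from 40453224 to 40513324.
*CDK4* RNA was 325 CPM with vehicle and 329 and 325 CPM with 1 and 5 µM indisulam at 6 h, a difference not detectable at this depth. At 16 h it was 327 CPM with vehicle, 239 CPM with 1 µM and 198 CPM with 5 µM. These are log2 ratios of −0.46 (Wilson 95% confidence interval −0.50 to −0.42) and −0.73 (−0.77 to −0.68), both below the vehicle range of −0.20 to 0.34. *KIF20A* RNA was lower at both times, with log2 ratios of −0.47 and −0.66 at 6 h and −0.31 and −0.38 at 16 h for 1 and 5 µM, against a vehicle range of −0.23 to 0.28. Vehicle at 16 h was itself higher than vehicle at 6 h for *KIF20A*, by 0.36, which is outside that range and about as much as the treated libraries at 16 h lay below it. The treated libraries at 16 h (107 and 103 CPM) were close to vehicle at 6 h (104 CPM). *BUB1* RNA was inside its vehicle range of −0.24 to 0.25 with 1 µM at 6 h (−0.18) and 16 h (−0.20), and below it with 5 µM at 6 h (−0.27) and 16 h (−0.57). *BUB1B* was below its vehicle range in all 4 comparisons, from −0.56 with 1 µM at 16 h to −0.85 with 5 µM at 6 h.
Over all treated libraries, the adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.0108 for *BUB1B* (log2 fold change −0.69, standard error 0.09) and 0.0351 for *KIF20A* (−0.45, 0.10), and it did not pass 0.05 for *BUB1* (0.115) or *CDK4* (0.168). Exons of *CDK4* overlap *TSPAN31* on the opposite strand, those of *KIF20A* overlap *BRD8* and *CDC23* on the opposite strand and those of *BUB1B* overlap *PAK6* on the same strand, so some of their counts are uncertain. *CDK4* and *BUB1* each also have a pseudogene of their name.

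**Figure D4:**
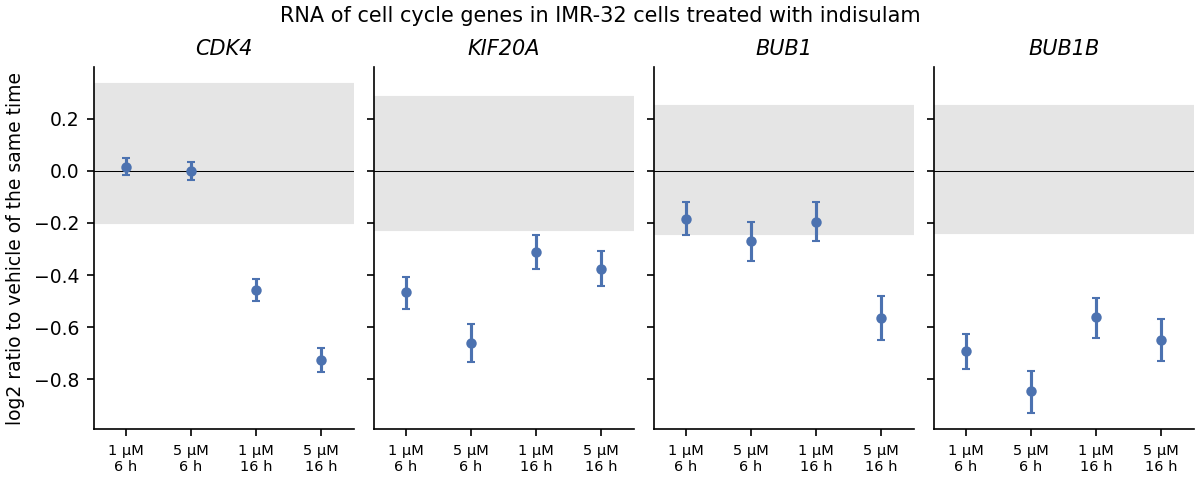
Log2 ratio of RNA of *CDK4*, *KIF20A*, *BUB1* and *BUB1B* to vehicle of the same time in IMR-32 cells treated with 1 or 5 µM indisulam for 6 or 16 h. Points are single libraries, error bars are Wilson 95% confidence intervals for counting error and grey bands are the vehicle range. *CDK4* leaves its band at 16 h, and *BUB1B* is below its band in all 4 comparisons.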

For example, the proteomic analysis showed a significant decrease of the cyclin-dependent kinase CDK4, KIF20A and BUB1 in IMR-32 cells (Fig. 3a, red dots), all of which undergo mis-splicing following indisulam treatment. SpliceFisher analysis showed that *CDK4* undergoes exon skipping of exon 2,3 and 4 and PCR analysis with custom primers confirmed a dose and time-dependent loss of full-length *CDK4* transcript (exon 1–5, 696 bp) in IMR-32 and KELLY cells (Fig. 3d, e). 

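In the annotated *CDK4* transcript of 8 exons, on the minus strand, exon 2 (58145283 to 58145519, 237 bp) holds the start of the coding sequence and part of the 5′ untranslated region. Exon 3 (58144990 to 58145125, 136 bp) and exon 4 (58144706 to 58144873, 168 bp) are coding. Leaving out the 3 exons removes 541 bp, the annotated start of translation included. The splice acceptors before them read ATAGGAGTCTGTGATTGTAGGGT (exon 2), TGAGCATTTACTCTGGTCAGGCT (exon 3) and TACCTCCCCTTTGAAACTAGGAT (exon 4), each with 20 intron bases and 3 exon bases. The introns on either side are short, of 438 bp before exon 2, 157 and 116 bp between these exons and 157 bp after exon 4. Located in the genome, the primers in exons 1 and 5 give a product of 696 bp, or of 155 bp when exons 2 to 4 are left out. Counts on *CDK4* as a whole, 11211 with vehicle, 7450 with 1 µM and 5413 with 5 µM at 16 h, include transcripts with and without these exons. A transcript without them gives fewer counts, so exon skipping could account for part of the decrease at 16 h.

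**Figure D5:**
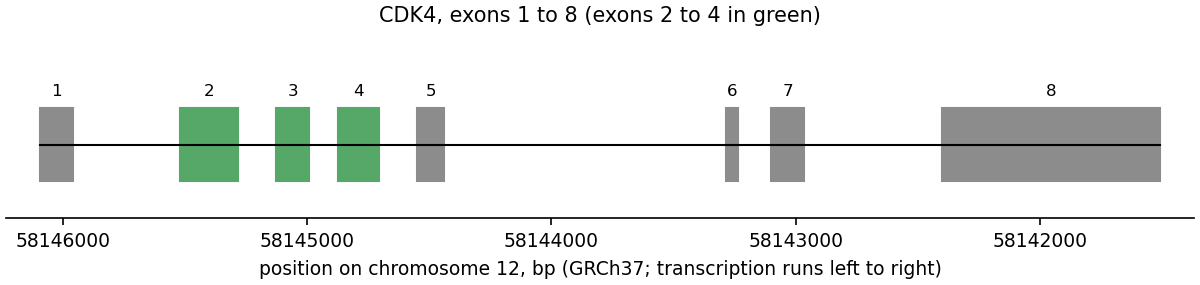
The 8 exons of *CDK4* on chromosome 12 of GRCh37 (the hg19 build), drawn to scale in base pairs with transcription from left to right. Boxes are exons, and exons 2 to 4, which together hold 541 bp, are in green.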

The presence of shorter transcripts where exons have been skipped was also revealed, with concomitant reduction of CDK4 protein levels (Fig. 3f, g). Notably, proteins involved in RNA processing and spliceosome are amongst the most upregulated (Fig. 3a, yellow dots), suggesting cells may be activating compensatory mechanisms following the loss of RBM39.

**Fig. 3:**
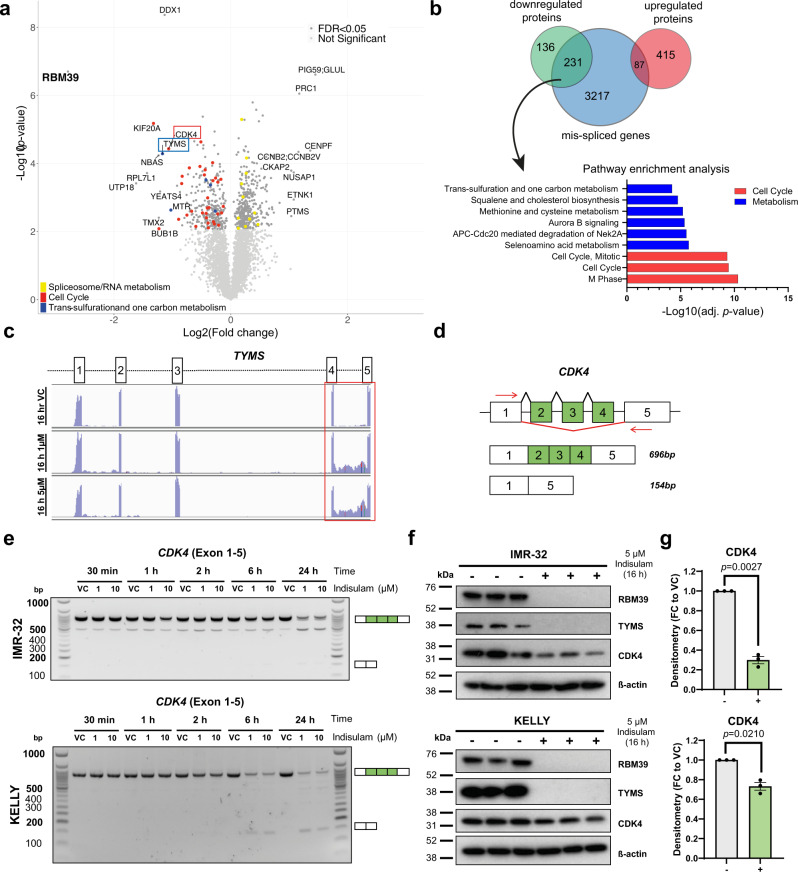
Indisulam-mediated RBM39 degradation leads to the mis-splicing and depletion of proteins regulating cell cycle and metabolism. **a** Volcano plot of proteomic analysis in IMR-32 cells treated with 5 µM indisulam or Vehicle control (VC, 0.1% DMSO) for 16 h. **b** Overlap of splicing events (exon skipping and intron retention) with up or down-regulated proteins after 16 h of Indisulam. Gene ontology analysis of mis-spliced down-regulated proteins and pathway analysis. **c** RNA Read counts of *TYMS* (exon 1–5) in IMR-32 cells treated with VC (top), 1 µM (middle) or 5 µM (bottom) indisulam for 16 h. The red box indicates intron retention between exon 4 and 5. **d** Diagram of custom primers to detect skipping of exon 2–4 of *CDK4*. **e** PCR of *CDK4* (exon 1–5) in IMR-32 (top) and KELLY (bottom) cells treated with VC, 1 µM or 10 µM indisulam for 0.5–24 h. Representative blot for *n* = 2 independent experiments. **f** Western blot analysis of IMR-32 (top) and KELLY (bottom) following treatment of VC or 5 µM indisulam for 16 h. Membranes probed for RBM39, TYMS, CDK4 and ß-actin (*n* = 3 independent experiments). **g** Densitometry analysis of CDK4 in IMR-32 (top) and KELLY (bottom). Data are presented as mean values ± SEM. Statistical significance was determined by a two-tailed one-sample *t*-test. Source data is provided as a Source Data File.

The observation that one-carbon metabolism and lipid pathways are affected by RBM39 loss has not been reported previously. 

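In Supplementary Data 1 the one-carbon and methionine pathways hold *AHCYL1*, *DNMT1*, *GART*, *MARS*, *MAT2A* and *TYMS*. At 5 µM and 16 h all 6 genes were lower than with vehicle, with log2 ratios from −1.70 (*TYMS*) to −0.41 (*MAT2A*) and a median of −1.17. Random lists of 6 genes of like expression had medians between −0.40 and 0.53 (central 95%). The list median was −1.08 with 1 µM at 16 h, −0.36 with 5 µM at 6 h and −0.27 with 1 µM at 6 h, below the central 95% of random lists each time, and −0.04 between the vehicle libraries, inside it. *MAT2A* had its lowest ratio early, −1.02 with 5 µM at 6 h (215 CPM against 435 CPM with vehicle). With 5 µM at 16 h it was 278 CPM against 368 CPM. Vehicle at 16 h was itself lower than vehicle at 6 h for *MAT2A* (−0.24), outside its vehicle range (−0.20 to 0.34), which makes the decrease at 16 h smaller. *DNMT1* was lowest with 5 µM at 16 h (−1.34, 125 CPM against 316 CPM). In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 5 of the 6 genes had an adjusted p under 0.05 over all genes, and all 6 over the list alone. These 6 genes are part of the 108 above, and whether they lie apart from the rest of that list was not tested. *MARS* (*MARS1* in current annotation), *MAT2A* and *DNMT1* overlap exons of a neighbouring gene, *DDIT3*, *GGCX* and *S1PR2* among them.
The 4 genes that Supplementary Data 1 lists for cholesterol biosynthesis had a median log2 ratio of −0.57 at 5 µM and 16 h. They too are part of the 108 genes, whose median was lower (−0.72). Matched random lists lay between −0.50 and 0.57, and random lists not matched on expression between −0.88 and 0.54. The median of the 4 genes was thus below the matched lists and inside the others. Set against vehicle at 6 h, a comparison chosen after the results were seen, the median was −0.495, at percentile 2.51 and no longer below the matched lists. All 4 genes were higher in vehicle at 16 h than in vehicle at 6 h, by a median of 0.09, inside the range of random lists (−0.095 to 0.13). The median was −0.37 with 1 µM at 16 h, −0.49 with 5 µM at 6 h and −0.16 with 1 µM at 6 h, the last inside the range of random lists. *LBR* (89.4 CPM against 208 CPM with vehicle) and *HMGCS1* (101 CPM against 201 CPM) were below their vehicle ranges at 5 µM and 16 h. Exons of *HMGCS1* overlap an antisense transcript, so its counts are less certain. The paper states that an effect of RBM39 loss on these pathways had not been reported.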

For example, intron retention in thymidylate synthase (*TYMS*) between exon 4 and 5 was observed (RNAseq read counts, IGV, Fig. 3c). 

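*TYMS* (Entrez Gene ID 7298) lies on the plus strand of chromosome 18 of hg19 from 657653 to 673578 and has 7 exons in its annotated transcript. The intron between exons 4 and 5 runs from 669174 to 670691 and is 1518 bp long. Its donor reads GAGGTTGAA (3 exon bases and 6 intron bases) and its acceptor TTCCTCTGCTGGTTCCTCAGATC (20 intron bases and 3 exon bases). When the reading frame of exon 4 is carried into this intron, a TGA stop codon ends at intron base 5 (669178). It follows 186 codons, the last of them completed by intron bases. The annotated coding sequence counts 313 codons.
*TYMS* RNA at 16 h was 137 CPM with vehicle, 53.3 CPM with 1 µM and 42.2 CPM with 5 µM indisulam, log2 ratios of −1.36 (Wilson 95% confidence interval −1.44 to −1.28) and −1.70 (−1.79 to −1.61). At 6 h it was 147 CPM with vehicle, 130 CPM with 1 µM (−0.18, inside the vehicle range of −0.23 to 0.28) and 126 CPM with 5 µM (−0.23, at its lower edge). Under scaling by total counts the ratio at 5 µM and 16 h was −1.82. Taken over all treated libraries the log2 fold change was −0.91 (standard error 0.26), with an adjusted p of 0.0602 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. That test counts a change of the effect of treatment between 6 and 16 h as error. Exons of *TYMS* overlap *ENOSF1* and *TYMSOS* on the opposite strand, and 2 pseudogenes carry its name, so its counts are uncertain to that extent. Reads in the retained intron would be outside the exons that counts per gene usually cover and cannot be read from them.

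**Figure D6:**
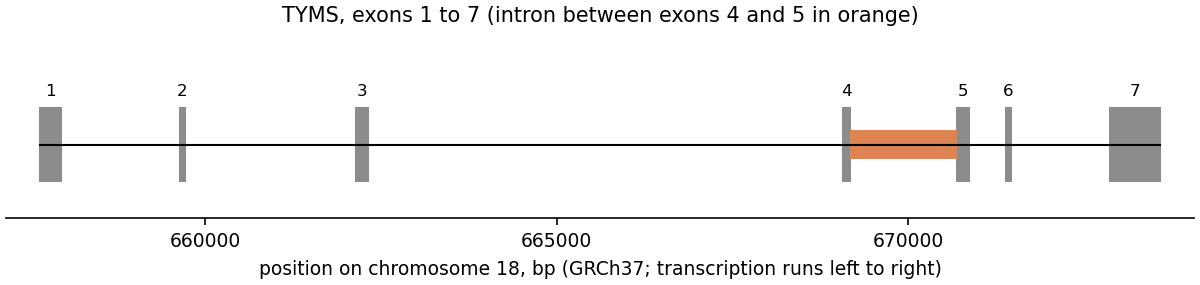
The 7 exons of *TYMS* on chromosome 18 of GRCh37 (the hg19 build), drawn to scale in base pairs with transcription from left to right. Grey boxes are exons, and the orange box is the intron of 1518 bp between exons 4 and 5.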

Western blot analysis showed complete depletion of TYMS signal which could be due to loss of the n-terminal epitope of the antibody. To confirm that these events were associated with RBM39 loss and not lineage-specific, we conducted knockdown of RBM39 via siRNA in HCT116 cells and confirmed the reduction in CDK4 and TYMS and mis-splicing events (Supplementary Fig. 5). Together, these data demonstrate that aberrant protein levels in the cell cycle and metabolic pathways are a direct consequence of the loss of RBM39 and erroneous splicing of RNA following indisulam treatment and are not lineage-specific responses to indisulam.

### DCAF15 expression is necessary for the degradation of RBM39 and downstream mis-splicing

The expression of DCAF15 E3 ligase has been suggested to be critical for the mode of action of aryl sulfonamides including indisulam^14,15^. To confirm that this was the case, we tested the correlation between gene expression and indisulam sensitivity using a large compound sensitivity data and gene expression for 758 cancer cell lines (The Cancer Target Discovery and Development Network^24^). Across all cell lines, sensitivity to indisulam was significantly correlated to *DCAF15* mRNA expression (Supplementary Fig. 6a). In addition, gene expression from over 1100 cell lines in the cancer cell line encyclopaedia database showed that levels of *DCAF15* in neuroblastoma cell lines was the highest among all solid tumour types (Supplementary Fig. 6b), further supporting the hypothesis that neuroblastoma patients could represent a target population for therapeutic intervention with aryl sulfonamides, such as indisulam.

To study the essentiality of DCAF15 in the mode of action of aryl sulfonamides in neuroblastoma, we generated DCAF15 knockout cells using CRISPR–Cas9 in KELLY (Supplementary Fig. 7) in which loss of DCAF15 rescued acute RBM39 degradation from indisulam treatment (6 h, 10 μM, Supplementary Fig. 8). Growth inhibition and apoptosis induction by two aryl sulfonamides indisulam and E7820 were rescued in DCAF15^KO^ clones (Fig. 4a–e). Further, indisulam and E7820 induced exon skipping in both *CDK4* and *TRIM27*, observable in DCAF15^WT^, and not in DCAF15^KO^ cells (Fig. 4f). Experiments also confirmed that both aryl sulfonamides reduced CDK4 and TYMS protein levels in a DCAF15-dependent manner (Fig. 4g, h). This mirrored observations in IMR-32 and KELLY cells with siRNA knockdown of DCAF15 (Supplementary Fig. 9). Thus, it was confirmed that DCAF15 is necessary for the mechanism of action of two RBM39-degraders indisulam and E7820 in neuroblastoma including downstream consequences such as RNA mis-splicing and perturbations to key factors in cell cycle progression and metabolism.

**Fig. 4:**
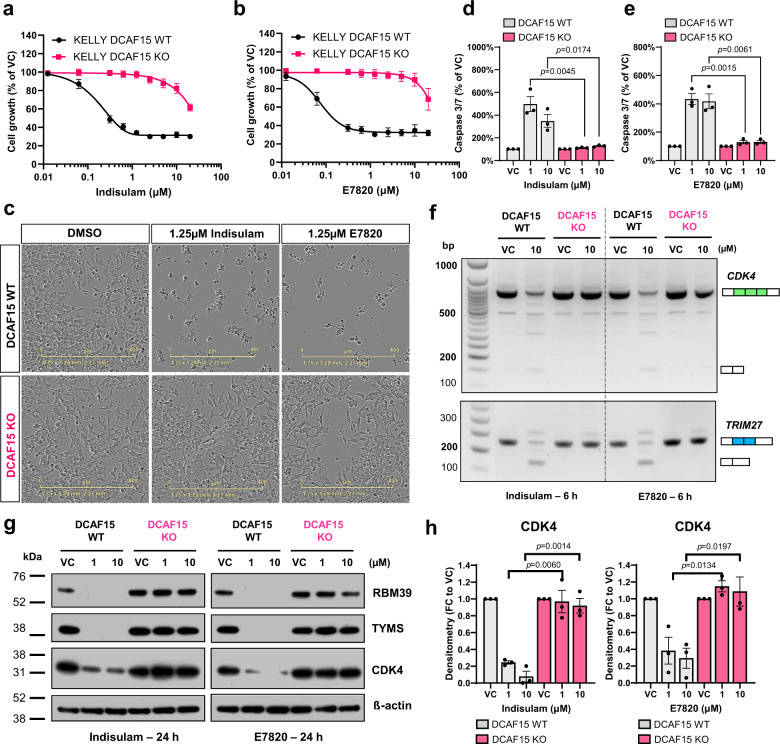
RBM39 degradation and RNA mis-splicing via aryl sulfonamides is DCAF15 dependent. **a**, **b** KELLY DCAF15^WT^ or DCAF15^KO^ cell line treated with aryl sulfonamide indisulam (**a**) or E7820 (**b**) for 72 h. Cell growth was measured by SRB assay. *n* = 3 independent experiments. **c** Representative images of KELLY DCAF15^WT^ or DCAF15^KO^ cells treated with 1.25 μM indisulam or E7820 (IncuCyte, Sartorius) (*n* = 3 independent experiments). The scale bar is 400 µm. **d**, **e** Caspase 3/7 signal following 48 h treatment of indisulam (**d**) or E7820 (**e**). Data normalised to cell mass (SRB) (*n* = 3 independent experiments). **f** PCR gel depicting exon skipping of *CDK4* (exon 2–4) and *TRIM27* (exon 6–7) of KELLY DCAF15^WT^ or DCAF15^KO^ cells treated with indisulam or E7820. Representative image of *n* = 3 independent experiments. **g** Western blot analysis of RBM39, TYMS, CDK4 and β-actin following 24 h treatment of indisulam or E7820 (representative blot of *n* = 3 independent experiments). **h** Densitometry of CDK4 protein analysis of (**g**). Data are presented as mean values ± SD (**a**, **b**) or SEM (**d**, **e**, **h**). Statistical significance in (**d**, **e**, **h**) was determined by a two-tailed unpaired *t*-test. Source data are provided as a Source Data File.

### Indisulam targets metabolism in a DCAF15-dependent and independent manner

Indisulam was previously reported to be a potent inhibitor of the extracellular carbonic anhydrase IX (CAIX) in cell-free assays^26^. Also, RBM39 (or CAPERα) has been demonstrated to be a regulator of mitochondrial respiration and glucose-derived carbon flux into tricarboxylic acid (TCA) cycle intermediates^23^. Therefore, we explored further the impact of indisulam on cellular metabolism in KELLY DCAF15^WT^ and DCAF15^KO^ using metabolomics and ^13^C-based metabolic flux analysis.

Both metabolic profiling and stable isotope tracing experiments show that indisulam induces a global metabolic change in DCAF15^WT^ cells, disrupting energy metabolism and affecting the metabolic fate of both glucose and glutamine. After controlling for false discovery, 26 metabolites exhibited significant differences in abundance across conditions (*p*_adj_ < 0.01, Kruskal–Wallis test) and hierarchical clustering highlighted the presence of up to 5 distinct clusters (Fig. 5a, Supplementary Fig. 11, Supplementary Data 3). In line with the cellular toxicity observed, indisulam lowered levels of ATP and other nucleotide triphosphates (cluster 1), with concomitant increases in levels of AMP and other nucleotide monophosphates (cluster 4) in DCAF15^WT^; these effects were rescued in DCAF15^KO^ cells. (Fig. 5a). Cluster 5 defined additional metabolites increasing with indisulam treatment in DCAF15^WT^, including the TCA cycle intermediates citrate and isocitrate, as well as the amino acids serine and glycine. The increase in serine and glycine following indisulam treatment was also observed in IMR-32 cells by two mass-spectrometry methods (Supplementary Fig. 10), confirming this modulation occurred consistently across neuroblastoma models. 

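RNA of 16 genes for enzymes of serine, glycine and folate metabolism, a list written before the data were examined that includes *PHGDH*, *PSAT1*, *SHMT2*, *MTHFD2*, *MTR* and *TYMS*, was lower in IMR-32 cells after indisulam. At 16 h the median log2 ratio to vehicle was −0.67 with 1 µM and −0.82 with 5 µM (quartiles −1.59 and −0.38), and 14 and 15 of the 16 genes were lower. Random lists of like expression lay between −0.24 and 0.30 at 1 µM and between −0.34 and 0.36 at 5 µM (central 95%). At 6 h the medians were −0.13 at both doses, with 12 genes lower. Vehicle at 16 h was itself lower than vehicle at 6 h, by a median of −0.09, outside the random lists (−0.07 to 0.08). In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3 of the 16 genes had an adjusted p under 0.05 over all genes and 10 over the list alone. The methionine synthase gene *MTR* fell by 1.30 on the log2 scale at 5 µM and 16 h, from 246 to 100.1 CPM.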

Serine and glycine are intermediates in the one-carbon metabolic pathway, identified as modulated by indisulam in our RNAseq and proteomics data (Fig. 3a, b). The treatment-related response in cluster 5 metabolites was rescued in DCAF15^KO^ cells, although the reduction of the effect varied across metabolites. Interestingly the most clearly DCAF15-independent metabolite, S-adenosyl methionine, is also a key component on the one-carbon pathway and is the universal methyl donor for histone and DNA methylation. Thus, it is possible that indisulam may cause DCAF15-independent perturbations to one-carbon metabolism that could impact epigenetic regulation and potentially contribute to off-target effects of indisulam.

**Fig. 5:**
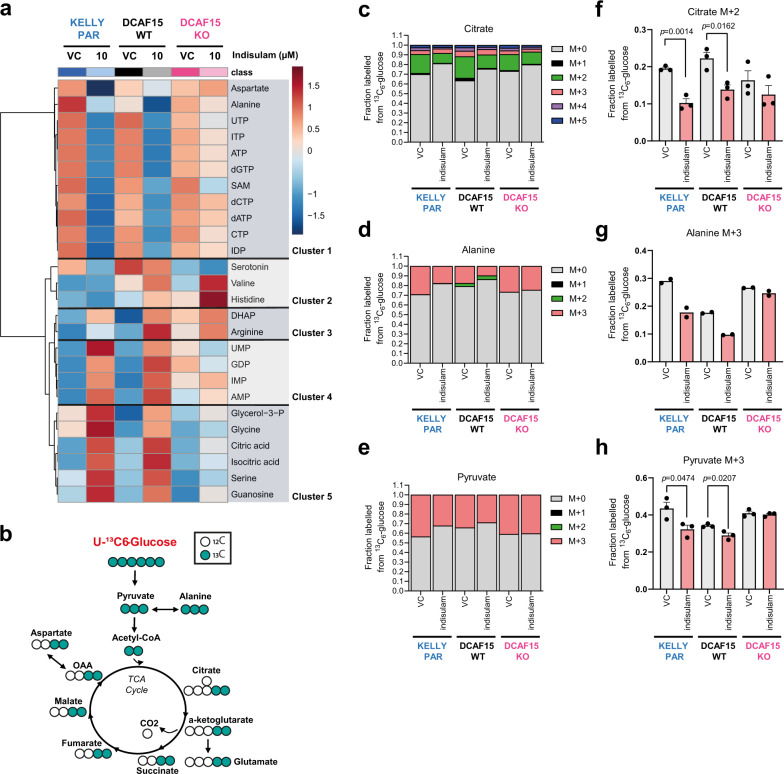
Indisulam modulates the metabolome and glucose utilisation. **a** KELLY Parental (PAR), DCAF15^WT^ or DCAF15^KO^ dosed with vehicle control (VC, 0.1% DMSO) or 10 µM indisulam for 24 h and intracellular metabolites analysed by HILIC LC–MS/MS. Heatmap showing hierarchal clustering of significantly altered metabolites (*p*-adj < 0.001, Kruskal–Wallis test, MetaboAnalyst). Data are an average of four technical replicates of *n* = 2 independent experiments. **b** Schematic representation of enrichment of ^13^C derived from ^13^C_6_-glucose into TCA cycle intermediates detected by GC-MS. **c**–**h** KELLY PARENTAL (PAR), DCAF15^WT^ or DCAF15^KO^ cells were exposed to indisulam in the presence of 5.6 mM ^13^C_6_-glucose for 24 h. Fraction of carbons labelled from ^13^C_6_-Glucose in Citrate (**c**), Alanine (**d**) and Pyruvate (**e**). M + *n*: a m**e**tabolite with n carbon atoms labelled with ^13^C. Data are mean of *n* = 3 indepe*n*dent experiments, *n* = 2 for Alanine. Changes in M + 2 labelled Citrate (**f**), M + 3 labelled Alanine (**g**) and M + 3 labelled Pyruvate (**h**) following indisulam exposure. (*n* = 3 indepe*n*dent experiments, *n* = 2 for Alanine). Data are presented as mean values ± SEM (**f**–**h**). Statistical significance in **f** and **h** was determined by a two-sided unpaired *t*-test. Source data is provided as a Source Data File. UTP uridine triphosphate, ITP inosine triphosphate, ATP adenosine triphosphate, dGTP deoxyguanosine triphosphate, SAM S-Adenosyl methionine, dCTP deoxycytidine triphosphate, dATP deoxyadenosine triphosphate, CTP cytidine triphosphate, IDP inosine diphosphate, DHAP dihydroxyacetone phosphate, UMP uridine monophosphate, GDP guanosine diphosphate, IMP inosine monophosphate, AMP adenosine monophosphate.

Incubation with U-^13^C-glucose showed a significant decrease in label incorporation into [M + 3] pyruvate, [M + 3] alanine and [M + 2] citrate upon treatment (Fig. 5c–h) in DCAF15^WT^ cells, denoting a decrease in glycolytic flux and glucose oxidation, whereas no significant changes were found in DCAF15^KO^ cells. We hypothesised that the accumulation of citrate (Fig. 5a) despite decreased synthesis, could result from decreased de novo lipogenesis, which relies on citrate exported from mitochondria to synthesise the lipid precursor, cytosolic acetyl-CoA. A decrease in label incorporation of glucose carbon into esterified palmitate was observed (Supplementary Fig. 12, Supplementary Data 2) consistent with this hypothesis. Disruption of acetyl-CoA-dependent sterol biosynthesis upon indisulam treatment was also visible in the proteomics data (Fig. 3a, b) which could further reduce the utilisation of citrate for anabolism.

Next, we sought to explore the fate of glutamine as another potential anaplerotic source for TCA cycle and energy production, using U-^13^C-glutamine as a tracer. Our results indicate a suppression of glutaminolysis by indisulam which was less pronounced than for glycolysis, and, importantly, appears to be DCAF15-independent (Fig. 6b–d), with similar changes in label incorporation from glutamine into citrate, aspartate, and malate (Fig. 6b–g).

**Fig. 6:**
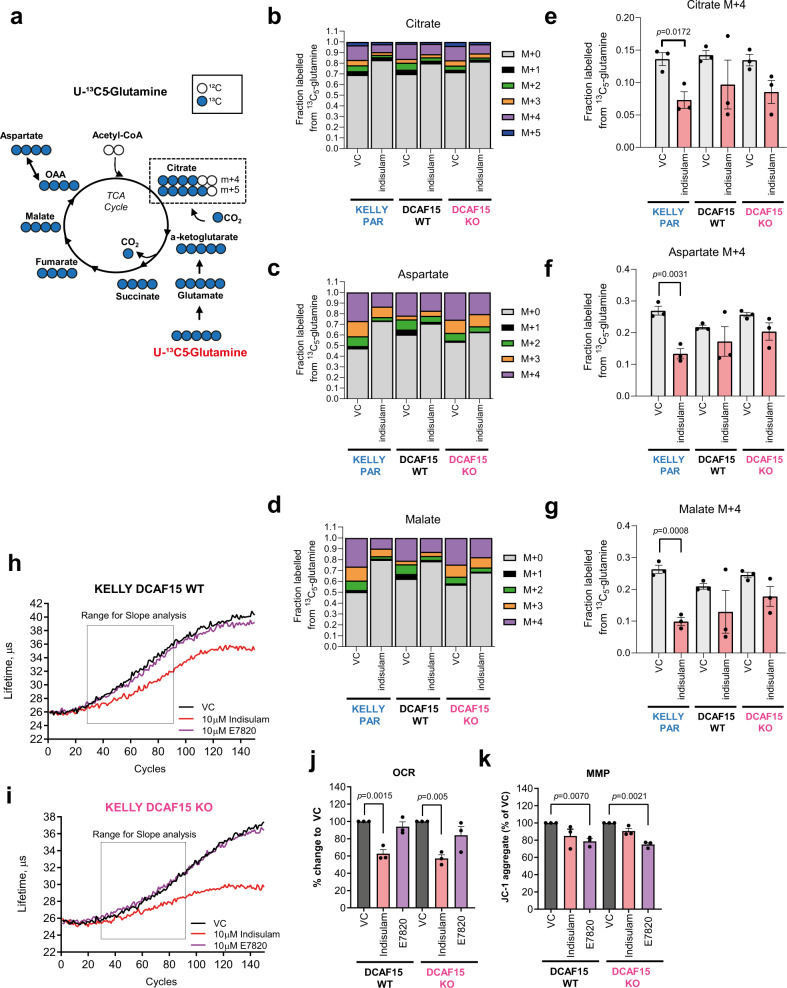
Indisulam modulates glutamine utilisation and mitochondrial oxidation. **a** Schematic representation of enrichment of ^13^C derived from ^13^C_5_-glutamine into TCA cycle intermediates detected by GC-MS. **b**–**g** KELLY PARENTAL (PAR), DCAF15^WT^ or DCAF15^KO^ cells were exposed to 10 µM indisulam in the presence of 2 mM ^13^C_5_-glutamine for 24 h. Fraction of carbons labelled from ^13^C_5_-glutamine in Citrate (**b**), Aspartate (**c**) and Malate (**d**). M + *n*: a metabolite with n carbon atoms labelled with ^13^C. Data are the mean of three independent experiments. Changes in M + 4 labelled Citrate (**e**), Aspartate (**f**) and Malate (**g**) following indisulam exposure (*n* = 3 independent experiments). **h**–**j** Lifetime measurements of MX-Xtra probe in KELLY DCAF15^WT^ (**h**) and DCAF15^KO^ (**i**) treated with VC (0.1% DMSO), 10 µM indisulam or 10 µM E7820. Representative data for *n* = 3 independent experiments. **j** Oxygen Consumption Rate (OCR) measures in a lifetime (µs) per h. Data are normalised to VC treatment (*n* = 3 independent experiments). **k** Mitochondrial Membrane Potential (MMP) of KELLY DCAF15^WT^ or DCAF15^KO^ cells treated with VC (0.1% DMSO), 10 µM indisulam or 10 µM E7820. Measured as JC-1 aggregates, normalised to VC. Data are presented as mean values ± SEM. Statistical analysis in **e**–**g** was determined by a two-sided unpaired *t*-test, and in **j** and **k** by a two-sided one-sample *t*-test. Source data is provided as a Source Data File.

Further, indisulam reduced oxygen consumption rate (OCR) in IMR-32 (Supplementary Fig. 13) and in DCAF15^WT^ and DCAF15^KO^ cells, i.e. DCAF15-independent (Fig. 6h–j), suggesting the impact on mitochondrial metabolism and perhaps glutamine oxidation is not dependent on RBM39 degradation. Notably, E7820 did not reduce OCR and thus the impact on respiration is potentially unique to indisulam an off-target effect. In addition, indisulam and E7820 significantly depolarised the mitochondrial membrane (Fig. 6k) confirming an impact on mitochondrial function.

In summary, these data show that indisulam causes significant impact on cellular metabolism including the accumulation of substrates for DNA and lipid synthesis including citrate and one-carbon donors (serine, glycine), consistent with the RBM39-dependent mis-splicing of biosynthetic genes in lipid and one-carbon metabolism. Furthermore, indisulam disrupted oxidative metabolism in a manner potentially independent of RBM39 depletion.

### Indisulam is highly efficacious in two mouse models of neuroblastoma

Given that indisulam showed profound efficacy in neuroblastoma lines in vitro, indisulam was tested in an in vivo xenograft model. IMR-32 cells were subcutaneously injected into NCr Foxnnu mice, randomised and were dosed intravenously for 8 days with indisulam (25 mg kg^−1^) or vehicle^6^. Complete tumour regression and a 100% survival rate (Fig. 7a–d) were reported in the treated group compared to the vehicle. Notably, no disease relapse was observed for up to 66 days after cessation of treatment. To study pharmacodynamic (PD) markers and confirm mechanism of action in vivo, xenograft tissue was harvested after 4 days of treatment (*n* = 4 for immunofluorescence, *n* = 2 RNA extraction, *n* = 10 metabolic analysis). This time point was chosen based on tumour sizes observed during the survival study. On day 4, xenograft tumour volume was still similar to starting volume (indisulam arm *n* = 5, 94% ± 48%, Supplementary Fig. 14), and immunofluorescence of xenograft tumours (*n* = 2 vehicle, *n* = 2 indisulam) revealed a reduction of RBM39 in the presence of proliferation marker Ki67 i.e. in context of viable tumour. (Fig. 7e, additional samples Supplementary Fig. 15). Mis-splicing of *CDK4* and *TRIM27* (Fig. 7f, g, *n* = 1 vehicle, *n* = 1 indisulam) was observed at the same timepoint, demonstrating evidence of target engagement and mis-splicing of predicted genes confirming the downstream mode of action of indisulam in vivo. Xenograft tumours were also subjected to metabolic analysis via LC–MS (*n* = 5 vehicle, *n* = 5 indisulam) to validate metabolomic changes in the tumour. A significant increase in multiple amino acids such as methionine, serine and glycine were detected (Fig. 7h, i, Supplementary Data 4) in concordance with our in vitro observations of perturbation to in one-carbon metabolism in KELLY and IMR-32. Thus, we were able to demonstrate key PD responses to indisulam in vivo that provide proof-of-concept for target modulation and the proposed downstream mechanism of gene mis-splicing, protein depletion and altered metabolism in neuroblastoma models.

**Fig. 7:**
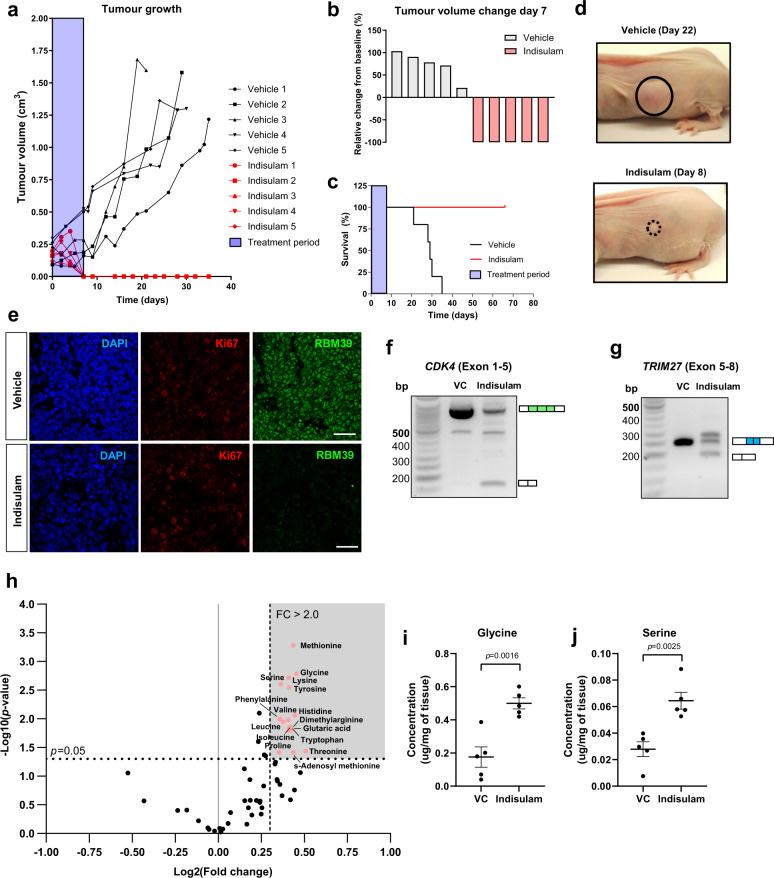
Indisulam is efficacious in IMR-32 neuroblastoma in vivo xenografts. **a** Tumour growth in mice bearing IMR-32 xenografts treated with either vehicle (*n* = 5) or indisulam (*n* = 5) for 8 days. Tumour volume measured every 2–3 days until the humane end-point was reached. **b** Waterfall plot showing relative changes in tumour volume of xenografts at Day 7. **c** Survival plot of mice bearing IMR-32 xenografts. **d** Representative images of IMR-32 xenografts treated with vehicle (Day 22) or indisulam (Day 8). **e** Immunofluorescent staining of RBM39 and Ki67 in IMR-32 xenograft bearing mice treated with vehicle or indisulam after 4 days. The scale bar is 20 µm **f**. PCR of *CDK4* in IMR-32 xenograft tumour treated with vehicle or indisulam. **g**. PCR of *TRIM27* in IMR-32 xenograft tumour treated with vehicle or indisulam. **h**. Volcano plot of metabolites in IMR-32 xenograft tissues detected by LC-MS (HILIC method). **i**. Glycine and serine changes were detected in xenograft tumours (*n* = 5 samples per group). Data are presented as mean ± SEM. Statistical analysis in **i** and **j** was determined by a two-tailed unpaired *t*-test. Source data is provided as a Source Data File.

A second murine model was employed to establish further the efficacy of indisulam in vivo; a widely used Th-*MYCN* transgenic engineered mouse model (129×1/SvJ-Tg(Th-*MYCN*)41Waw/Nci). These tumours closely recapitulate many of the clinical and genomic features of high-risk neuroblastoma disease^27,28^. We observed a near complete reduction in tumour volume by MR imaging after 7 days of indisulam treatment compared to vehicle control (Fig. 8a-c). Importantly, no tumour relapse was reported over a period of more than 124 days (*n* = 5) exemplifying the absence of recurrence (Fig. 8b). One animal in the treated group died on day 7, where the autopsy revealed no evidence of residual tumour but a bowel obstruction. Together these data indicate that indisulam may be a highly efficacious therapeutic agent for high-risk neuroblastoma.

**Fig. 8:**
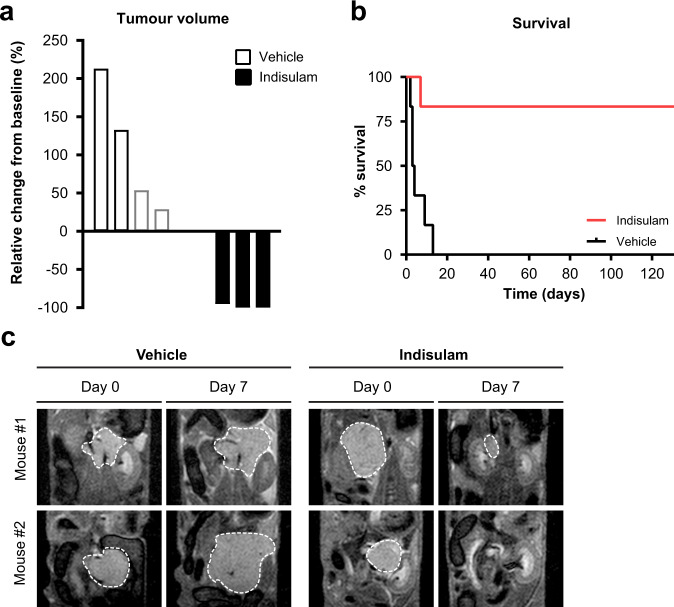
Indisulam is efficacious in the Th-*MYCN* transgenic mouse model of neuroblastoma. **a** Waterfall plot showing the relative changes in tumour volume in the Th-*MYCN* transgenic mice treated for 7 days with indisulam (*n* = 3 mice) or vehicle control (*n* = 4 mice) measured by MRI. Note that the mice represented by the grey bars reached the tumour size study endpoint (palpation) before their Day 7 MRI scan and the data shown for these two mice are the relative changes in volume following day 3 of treatment with indisulam. **b** Survival of mice treated with vehicle (*n* = 6 mice) or indisulam (*n* = 6 mice). One mouse in indisulam treated group died on day 7. The autopsy revealed no presence of tumour but evidence of bowel obstruction. **c** Representative anatomical coronal T_2_-weighted MRI of the abdomen of Th-*MYCN* mice prior (day 0) and following seven days of treatment with indisulam or vehicle control. A dashed white line indicates the tumour circumference. Source data is provided as a Source Data File.

### N-Myc is a determinant for sensitivity to aryl sulfonamide treatment

Amplification of the transcription factor *MYCN*, which along with high c-Myc expression is frequently observed in high-risk neuroblastoma, leads to an increased oncogenic transcriptional programme^29^ whereby cells may rely more heavily on rapid and correct pre-mRNA processing and alternative splicing^30^. We, therefore, explored the efficacy of indisulam and E7820 in three *MYCN* amplified (BE2C, IMR5 and KELLY) and three lines without *MYCN*amp (SKNAS, SHEP and SKNSH). Cells with *MYCN* amplification were overall more sensitive to both indisulam and E7820 compared to cells without *MYCN* amplification (Fig. 9a–c). We also used the neuroblastoma Tet21 model in which *MYCN* expression is doxycycline-inducible (Tet-off). Tet21 with *MYCN* expression (*MYCN* ON) were considerably more sensitive to indisulam compared to *MYCN* OFF cells (Fig. 9d). In conclusion, neuroblastoma cells with high *MYCN* levels were more sensitive to both aryl sulfonamides (Fig. 9e) suggesting that this oncogenic subtype of tumours may respond well to these compounds in a clinical setting.

**Fig. 9:**
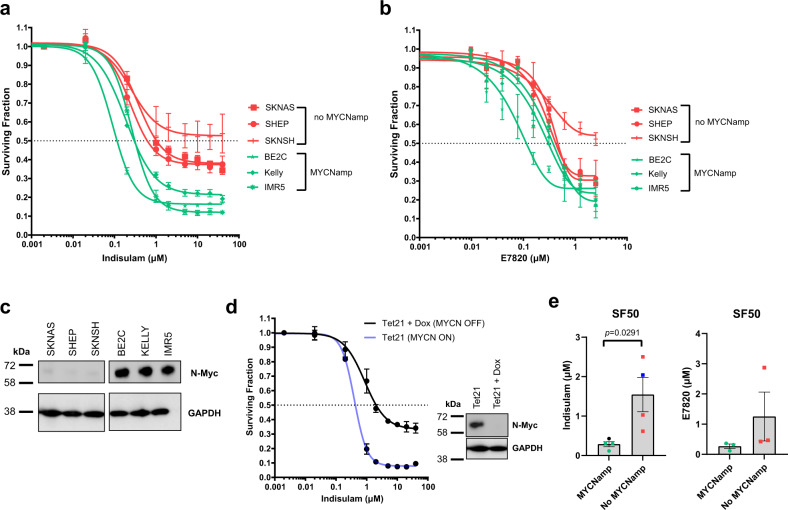
*MYCN* expression is a determinant of indisulam sensitivity in neuroblastoma. **a**, **b** Dose–response curve in six neuroblastoma lines, three without and three with *MYCN* amplification of indisulam (**a**) or E7820 (**b**). Cell survival was determined after 72 h with Cell-Titre Glo (*n* = 3 independent experiments). **c** Western blot for N-Myc and GAPDH on six neuroblastoma lines. **d** Dose–response curve in Tet21 *MYCN* ON or *MYCN* OFF (treated with 1 µg ml^−1^ doxycycline) of indisulam. Cell survival was determined after 72 h with Cell-Titre Glo (*n* = 3 independent experiments). Western blot of n-Myc and GAPDH. Blot is representative of *n* = 3 independent experiments. **e** 50% Surviving Fraction (SF50) of neuroblastoma cells (dots represent mean SF50 of *n* = 3 independent experiments) treated with indisulam (*n* = 8 cell lines, 3 *MYCN*amp, 3 no *MYCN*amp, 2 Tet21) or E7820 (*n* = 6 cell lines, 3 *MYCN*amp, 3 no *MYCN*amp). Data are presented as mean ± SD (**a**, **b**, **d**) or SEM (**e**). Statistical analysis in **e** was determined by a two-tailed unpaired *t*-test. Source data is provided as a Source Data File.

## Discussion

Until recently the key molecular event determining the anti-tumour activity of aryl sulfonamides, selective RBM39 degradation, was unknown and predictive biomarkers for therapy response unavailable. Since that discovery, a number of studies have detailed the structural basis of interactions between aryl sulfonamides, DCAF15 and RBM39, creating both opportunities for the generation of novel protein degrading therapeutics based on DCAF15 targeting as well as new interest in RBM39 as an emerging anticancer target.

To the best of our knowledge, of the 47 clinical trials^18^ that have used indisulam or a related aryl sulfonamide, none have tested the efficacy of these compounds in patients with neuroblastoma. This is despite apparent evidence from public datasets demonstrating that neuroblastoma cell lines, together with several lymphomas and leukaemia models, exhibit high susceptibility to indisulam treatment^24^. While recent studies in primary AML cells have confirmed this responsiveness^31^ additional pre-clinical evidence for treatment of neuroblastoma was lacking.

Here, we have shown that aryl sulfonamides are a viable and potent therapeutic strategy using multiple in vivo and in vitro neuroblastoma models including a transgenic mouse model of *MYCN*-driven, high-risk disease. Significantly, indisulam has been assessed in a wide range of xenograft models including SW^32^, LX-1, PC9, HCT15, HCT116^6^ and MML-AF9 leukaemia cells^31^, none modelled neuroblastoma and all previous experiments showed relapse after initial tumour regression once treatment was withdrawn. In contrast, we observe complete tumour response with prolonged remission after cessation of therapy, strongly underlining the fact that high-risk neuroblastoma may be particularly sensitive to indisulam.

Another aspect of our findings is the recognition that aryl sulfonamides may cause broad metabolic deficiencies and growth inhibition in cancer cells via the mechanism of RBM39 depletion and mis-splicing of specific genes which regulate metabolism and cell cycle. Although indisulam-induced depletion of RBM39 was previously reported to cause widespread RNA mis-splicing, these events are far from random. RBM39 knockdown coupled to CLIP-seq has indicated that RBM39 regulates a distinct set of splicing events from that of closely related spliceosomal factors U2AF65 and PUF60, enriched in cell cycle, RNA processing and metabolic pathway genes^22^. Specifically, we demonstrated that loss of RBM39 by either pharmacological or gene silencing is consistently associated with RNA splicing errors and reduced protein expression of critical factors for proliferation such as CDK4 and TYMS across different cell backgrounds. Targeted interference against CDK4/6 has been previously shown to cause G1 arrest in neuroblastoma^33^, in part phenocopying indisulam. Also, we have recently shown that targeting cell cycle proteins (such as CDK2/9) is an increasingly important strategy for therapeutic developments in neuroblastoma^34^. As the serine, glycine and one-carbon metabolic pathway is closely linked to pyrimidine metabolism it is plausible that mis-splicing of TYMS activity could explain these observations, although CDK4 loss itself can reduce TYMS expression in a cell cycle independent manner^35^. Importantly, we confirm that these specific PD events translate to the in vivo setting, paving the way for their use as biomarkers for early evaluation of therapeutic response in clinics.

Although DCAF15 is a strong determinant for indisulam sensitivity as shown by us and others^14,15^, a recent study suggested that *DCAF15* mRNA levels in primary samples of tumour cells of AML patients did not correlate to RBM39 degradation^36^. This highlights the need for additional predictive and PD biomarkers which we propose in the current work. We also observed some metabolic changes that are not completely rescued in DCAF15^KO^ cells, i.e. independent of RBM39 degradation, which is in accordance with the lack of complete cytotoxic rescue in DCAF15^KO^ cells. Intriguingly, sensitivity to indisulam in neuroblastoma lines is greater than might be predicted by direct siRNA targeting of RBM39 (Supplementary Fig. 16). These on-and off-target effects of indisulam combined might contribute to the particular potency against neuroblastoma.

It has been reported that N-Myc directly regulates an alternative splicing programme by mediating splicing factor expression in high-risk neuroblastoma^37^. Here, we show *MYCN* amplification as a determinant for aryl sulfonamide sensitivity. As *MYCN* amplified tumours are more likely to be sensitive to dual CDK4/6 inhibition^33^ it is plausible therefore that these may also be more sensitive to CDK4 downregulation downstream of indisulam exposure and RBM39 depletion. Furthermore, *MYCN* amplification reprogrammes metabolism in neuroblastoma in several ways, including effects to pathways targeted by indisulam by both RBM39-dependent and independent means, such as glutaminolysis^38,39^, lipogenesis, the serine-glycine synthesis and one-carbon metabolic pathway^40^ and reactive oxygen species production^38^. Combined, the increased dependency of neuroblastoma cells on metabolic reprogramming and RNA processing as a result of high N-Myc/c-Myc activity might be important factors that explain the sensitivity of high-risk neuroblastoma to indisulam.

Altogether, this study demonstrates high-risk neuroblastoma may be particularly sensitive to the dual targeting of metabolism and RNA splicing by the aryl sulfonamide indisulam. Since clinical PK data already exist and because treatment is well-tolerated in many patients, indisulam is therapeutic that could be rapidly repurposed for clinical trials in high-risk neuroblastoma patients. Molecular profiling has revealed several specific gene and pathway level effects that could explain the high vulnerability of neuroblastoma to indisulam. The gene, protein and metabolite biomarkers identified in this study, in addition to DCAF15, provide a solid basis for confirming target engagement, monitoring early response to treatment and, in the future, for personalised therapy. Further studies on the essentiality of RBM39 and how cells may compensate for RBM39 loss could further optimise therapeutic targeting of RBM39 and accelerate biomarker-driven clinical trials.

## Methods

### Cell culture

IMR-32, BE(2)C and SK-N-AS cells cell were purchased from the American Type Culture Collection (ATCC) (Manassas, VA). KELLY and SH-SY-5Y were obtained from the German Collection of Microorganisms and Cell Culture (DSMZ, Germany). SK-N-SH was purchased from the Human Protein Atlas project (HPA). IMR-5 and Tet21 were a kind gift from Eilers lab, University of Wurzburg and SHEP cells were a kind gift from Weiss lab, University of California at San Francisco. Most cell lines were maintained in DMEM supplemented with 10% foetal bovine serum (FBS), apart from KELLY and IMR-32 were cultured in ATCC’s Eagle’s Minimum Essential Medium (EMEM) with 10% FBS and 1% penicillin/streptomycin, and IMR5 cells were cultured in RPMI-1640 with 10% FBS. Cell lines were authenticated using short tandem repeat DNA profiling by Public Health England and mycoplasma was tested regularly.

### siRNA knockdown

IMR-32 or KELLY cells were seeded overnight in 96-well plates. Cells were transfected with SMARTpool DCAF15 siRNA (L-0.31237-01, Dharmacon, GE Healthcare) or a non-targeting control siRNA (NTC, D-001810-01-05) at a final concentration of 30 nM and Lipofectamine 2000 transfection reagent (Invitrogen, UK). Six-well plates were treated with indisulam (vehicle control, 1 µM or 10 µM indisulam) 48 h post-transfection for 6 h and RNA/protein harvested accordingly. For RBM39 knockdown, HCT116 cells were transfected with SMARTpool RBM39 (L-011965-00, Dharmacon) or NTC at 30 nM. Post-transfection RNA and protein were harvested for downstream analysis of mis-splicing and protein levels.

### Generation of CRISPR–Cas9 DCAF15 knockout KELLY cell lines

KELLY cells were transduced with Edit-R CRISPR-Cas9-TurboGFP lentiviral particles (Dharmacon #VCAS11864) in a 96 well plate, expanded and GFP positive cells sorted via FACS (total of two rounds). KELLY-Cas9 cells were then transfected with Lipofectamine 2000 (Life Technologies) and either Edit-R crRNA Non-Targeting Control #1 (NTC, Dharmacon, #U-007501-01) or a cocktail of three DCAF15 targeting crRNAs (DCAF15 crRNA 1 5′-GGAGACCCAGAAGAACGGGC-3′, DCAF15 crRNA 2 5′-GCAGCTTCCGGAAGAGGCGA-3′, DCAF15 crRNA 3 5′-ACAGCAAGCTCAAGCTG-3′) and Edit-R CRISPR–Cas9 synthetic tracrRNA (Dharmacon #U-002005). Single-cell clones were expanded for NTC and 3× DCAF15 crRNA conditions and sequenced for DCAF15 disruption.

### Sulforhodamine B (SRB) growth assay

Cells were seeded overnight in triplicate in 96 well plates and treated with vehicle control (0.1% DMSO) or indisulam or E7820 (Sigma Aldrich, UK) at various doses for 72 h. SRB assay was performed according to the manufacturer’s instructions. Data were normalised to vehicle controls.

### Cell viability assays

Cells were seeded overnight in triplicate in 96-well plates and treated with indisulam, E7820 or vehicle control. Cell viability was established at 72 h after treatment using CellTiter-Glo Luminescent Cell Viability Assay (G7571; Promega) and read on a Synergy HT Multi-Mode Microplate Reader (Biotek). SF50 values were calculated with PRISM GraphPad, and SF50 was defined as the compound concentration required to elicit a 50% inhibition of the cell population compared with the vehicle control.

### Caspase-3/7 assays

Cells were seeded in a white 96-well plate overnight. The following day, cells were treated with indisulam, E7820 or vehicle control. Forty-eight hours post-treatment, Caspase-3/7 Glo reagent (Promega, UK) was added to the wells in 1:1 (v:v) media. The plate was shaken at 300 rpm for 30 s to induce cell lysis and incubated at room temperature for 1 h. Luminescence was recorded using a CLARIOstar plate reader (BMG Labtech). Data were analysed on MARS software (v3.40) and first normalised to cell mass (SRB) secondly to vehicle controls.

### Western blotting

Whole-cell lysates were harvested using RIPA buffer with 1% HALT protease inhibitor (Sigma, UK) and quantified using the BCA protein assay (ThermoScientific Pierce) as per the manufacturer’s protocol. Cell lysates containing equal protein concentrations were loaded onto a 4–20% Mini-Protean TGX pre-cast gel (Bio-Rad), before being transferred onto PVDF membranes. Membranes were probed for anti-RBM39 (HPA001591, Sigma), anti-beta-actin (ab8226, Abcam), anti-CDK4 (ab108357, Abcam), anti-TYMS (ab108995, Abcam), anti-n-Myc (OP13, Merckmillipore) and Anti-GAPDH (2118, Cell Signalling) overnight. The following day, membranes were incubated with secondary antibodies for 1 h and chemiluminescent signals were detected. Densitometry analysis of bands was done using Image J (v1.52).

### RNA extraction and PCR

Total RNA was extracted using the RNeasy Mini kit (Qiagen) according to the manufacturer’s protocol. On-column DNase treatment was performed to remove contaminating genomic DNA. RNA concentration and purity were determined using the Nano-Drop Spectrometer (Nano-Drop Technologies, USA). Reverse-transcription (RT) was performed on 2 µg of RNA using the High-Capacity-RNA to cDNA kit (Applied Biosystems, U.K.) in a 20 µL reaction. Exon skipping in *TRIM27*, *CDK4* and *EZH2* was assessed using end-point PCR. Totally, 100 ng cDNA was amplified with Q5^®^ Hot Start High-Fidelity DNA Polymerase (New England BioLabs). Primer details are noted in Table 1.

**Table 1:** PCR primer sequences for end-point PCR.

Gene	Forward and reverse sequences 5′–3′
TRIM27	CCTGAACCTTGGATCACACC
	GCAGGTCCTGTTGGAGGTAA
EZH2	CCGCTGAGGATGTGGATACT
	ACTCTCGGACAGCCAGGTAG
CDK4	GTGTATGGGGCCGTAGGAAC
	CCAACACTCCACATGTCCAC
GAPDH	GGCTGCTTTTAACTCTGG
	GGAGGGATCTCGCTCC

### Immunofluorescence on tissue sections

Tumours were processed using an ASP300S tissue processor (Leica) according to the manufacturer’s instructions. Sections were de-paraffinized and rehydrated through Histo-Clear and graded alcohol series, rinsed for 5 min in tap water, boiled for 5 min in 1% citric-acid buffer and left to cool to RT. Endogenous enzyme activity was blocked by 1% H_2_O_2_ for 20 min followed by 3 washes in ddH_2_O. Sections were blocked for 1 h in TBS 0.01% Triton (TBST), 5% BSA, RBM39 (HPA001591, Sigma, UK) or Ki67 (Cat #556003, BD Bioscience, UK) antibody was incubated at RT overnight 1:100, washed in TBST, 2nd Alexa Fluor 488/555 goat anti-rabbit antibody was incubated at RT for 1 h (1:500). Antibody solution; TBST, 5% BSA. Images were captured by confocal microscopy (LSM700, LSM T-PMT) and processed by ZEN2009 (Black version, Zeiss) software.

### Respiration analysis

To measure OCR, cells were seeded into a 96 well plate overnight and dosed with indisulam, E7820 or vehicle control for 2 h before the MitoXpress Xtra Oxygen Consumption reagent (Agilent Technologies) and carbonyl cyanide-4 (trifluoromethoxy) phenylhydrazone (FCCP; 2.5 mM) were added. The wells were sealed with warm mineral oil and immediately read using the CLARIOstar plate reader (BMG Labtech) in continuous cycles for 3 h. Fluorescent lifetime (μs) was calculated using the CLARIOstar MARS data analysis software and OCR (μs, hour) was determined by calculating the maximum slope according to manufacturer’s instructions and pre-set analysis protocols from BMG Labtech.

### Stable isotope labelling experiments by gas chromatography-mass spectrometry (GC-MS)

For analysing the aqueous (polar) metabolites of KELLY PAR (parental), DCAF15 WT and DCAF15 KO cells were seeded in a 6-well plate format and left for 24 h to settle to reach ~80% confluency. Cells were dosed with 10 µM indisulam for 24 h in the presence of ^13^C_5_-glutamine (2 mM) or ^13^C_6_-glucose (5.6 mM) respectively. Wells were washed with Ringer’s buffer solution and quenched with 1.5 mL of ice-cold MeOH (Sigma). The resulting solution was dried under a continuous flow of N2. Samples were dual-phase extracted by adding 300 µL ice-cold MeOH:CHCl_3_ (1:1) (Sigma), vials were mixed and a further 300 µL ice-cold H_2_O (Thermo Fisher) was added. Samples were mixed and centrifuged. The aqueous upper layer was collected in a sylanised glass vial. The dual-phase extraction was repeated once and the resulting supernatant was pooled together. As an internal standard, 10 µL of myristic-acid d27 was added to the vials and samples were snap-frozen and dried (SP Scientific). This was followed by the addition of 20 µL of 2% methoxyamine-hydrogen chloride in pyridine (MOX, Thermo Scientific) and incubated on a heat block (30 °C, 1.5 h). After equilibration at room temperature, 80 µL of N-tert-butyldimethylsilyl-N-methyltrifluoroacetamide (MTBSTFA, Thermo Scientific) with 1% tert-butyldimethylchlorosilane (TBDMS, Thermo Scientific) was added and incubated for 1 h at 70 °C.

In-house protocols adapted from the previous reports^41^ were used for GC–MS analysis, a summary is provided here. Totally, 10 µl of 1.5 mg ml^−1^ myristic acid-d27 (internal standard) was added to each dried extract. Metabolites extracts were derivatised using the two-step method of derivatisation: methoxyamination and silylation^42^. When required, samples were diluted with anhydrous pyridine. Samples were analysed in a splitless mode on an Agilent 7890 GC with a 30 m DB-5MS capillary column and a 10 m Duraguard column. This GC was coupled to an Agilent 5975 MSD^42^. Metabolites were assigned using FiehnLib assisted processing in AMDIS^43^ and manually assessed using the Gavin package^41^.

### Metabolome analysis by LC–MS/MS

#### In vivo xenograft tumour sample preparation

Tumour tissues were analysed according to their wet weight and lysed in the presence of glass beads (0.1 mm, Bertin technologies) with 800 µL of pre-chilled 80% MeOH (LC–MS grade, Sigma-Aldrich) using a Precellys bead beater (Bertin Technologies) at 18,000*g* for a 4 × 20 s cycle with a 30 s pause between each cycle at 4 °C. Samples were then centrifuged 21,000*g* for 10 min (4 °C, Eppendorf). The supernatant was collected, and the extraction procedure was repeated. A process blank was created as well. All samples and blanks were snap-frozen in liquid N_2_ and freeze-dried overnight using a freeze-drier (SP Scientific). The samples were then subjected to dual-phase extraction which was previously described. Samples were then diluted 1:18 w/v in 90% ACN (Sigma-Aldrich), based on their wet weight with 90% ACN. From the diluted samples, 50 µL was transferred to a new LC–MS vial and 5 µL of an internal standard mixture (2 mg mL^−1^ for each metabolite) was added to each sample. For quantification, standard curves were prepared alongside samples.

#### In vitro cellular sample preparation

KELLY Parental (PAR), DCAF15^WT^ and DCAF15^KO^ cells were seeded in 6 well plates and allowed to attach and reach 80% confluency. Cells were then treated with fresh media with 10 µM indisulam or 0.1% DMSO (vehicle control). After 24 h incubation, media was carefully removed, and wells were washed with phosphate saline buffer. Wells were quenched with 1.5 mL of pre-chilled 100% MeOH (LC–MS grade, Honeywell), 10 µL of an internal standard mixture (5–50 µg mL^−1^ of stable isotope-labelled modifications of 21 analytes, representative of all metabolite classes) was added to each well. All wells were scrapped, and cellular content was dried down completely under N_2_ flow. Then, samples were dual-phase extracted as previously described and the polar phase was dried down completely under N_2_ flow and stored at −80 °C. Upon measurement, samples were thawed on ice and resuspended with 100 µL H_2_O and measured by LC–MS/MS in positive and negative modes.

#### Metabolite measurements by LC–MS/MS

Both xenograft tissues and cultured cells were analysed using a QTRAP4000 triple quadrupole mass spectrometer (AB Sciex, Dahaner Corporation) coupled to a 1290 Infinity UPLC system (Agilent Technologies). A 15 min normal-phase chromatographic method was used for both positive and negative ionisation modes, using an Acquity UPLC BEH Amide column (Waters Corporation). Mobile phases were prepared with UPLC grade solvents and chemicals as follows: 100% water with 0.1% formic acid and 20 mM ammonium formate (positive mode aqueous), 100% acetonitrile with 0.1% formic acid (Positive mode organic), 100% water with 10 mM ammonium hydroxide and 20 mM ammonium acetate (Negative mode aqueous) and 100% acetonitrile with 10 mM ammonium hydroxide (Negative mode organic). Multiple reaction monitoring transitions were used for all analytes and internal standards, validated with pure chemical standards (Sigma). Quality control pooled samples were used in all experiments, and metabolites out of a QC accuracy range of 70–130% were removed from the produced datasets.

Statistical analysis was performed using MetaboAnalyst^44^ (v5.0). The blank-corrected and QC-checked relative intensities were normalised to the total sum of metabolites in the sample, log-transformed, and auto-scaled (mean-centred and divided by the standard deviation of each variable). Kruskal–Wallis non-parametric analysis was performed, and the resulting most significant metabolites (*p* < 0.001) were included in a heatmap with metabolite hierarchical clustering using Ward’s minimum variance method.

### Protein identification and quantification by LC–MS/MS

#### Sample processing

Protein samples (50 µg/replicate) were processed using the Filter Aided Sample Preparation protocol^45^. Briefly, samples were loaded onto 30 kDa centrifugal concentrators (Millipore, MRCF0R030) and buffer exchange was carried out by centrifugation on a benchtop centrifuge (15 min, 12,000*g*). Multiple buffer exchanges were performed sequentially with UA buffer (8 M urea in 100 mM Tris pH 8.5, 3 × 200 μl), reduction with 10 mM DTT in UA buffer (30 min, 40 °C) and alkylation with 50 mM chloroacetamide in UA buffer (20 min, 25 °C). This was followed by buffer exchange into UA buffer (3 × 100 μl) and 50 mM ammonium bicarbonate (3 × 100 μl). Digestion was carried out with mass spectrometry grade trypsin (Promega, V5280) using 1 μg protease per digest (16 h, 37 °C). Tryptic peptides were collected by centrifugation into a fresh collection tube (10 min, 12,000*g*) and washing of the concentrator with 0.5 M sodium chloride (50 μl, 10 min, 12,000*g*) for maximal recovery. The following acidification with 1% trifluoroacetic acid (TFA) to a final concentration of 0.2%, collected protein digests were desalted using Glygen C18 spin tips (Glygen Corp, TT2C18.96) and peptides eluted with 60% acetonitrile, 0.1% formic acid (FA). Eluents were then dried using vacuum centrifugation.

#### LC–MS/MS peptide analysis

Dried tryptic digests were re-dissolved in 0.1% TFA by shaking (1200 rpm) for 30 min and sonication on an ultrasonic water bath for 10 min, followed by centrifugation (20,000*g*, 5 °C) for 10 min. LC–MS/MS analysis was carried out in technical duplicates and separation was performed using an Ultimate 3000 RSLC nano liquid chromatography system (Thermo Scientific) coupled to a Q-Exactive mass spectrometer (Thermo Scientific) via an EASY spray source (Thermo Scientific). For LC–MS/MS analysis protein digest solutions were injected and loaded onto a trap column (Acclaim PepMap 100 C18, 100 μm × 2 cm) for desalting and concentration at 8 μl/min in 2% acetonitrile, 0.1% TFA. Peptides were then eluted online to an analytical column (Acclaim Pepmap RSLC C18, 75 μm × 75 cm) at a flow rate of 200 nl/min. Peptides were separated using a 120 min gradient, 4–25% of buffer B for 90 min followed by 25–45% buffer B for another 30 min (composition of buffer B—80% acetonitrile, 0.1% FA) and subsequent column conditioning and equilibration. Eluted peptides were analysed by the mass spectrometer operating in positive polarity using a data-dependent acquisition mode. Ions for fragmentation were determined from an initial MS1 survey scan at 70,000 resolution, followed by higher energy collision-induced dissociation of the top 12 most abundant ions at 17,500 resolution. MS1 and MS2 scan AGC targets were set to 3e6 and 5e4 for maximum injection times of 50 ms and 50 ms respectively. A survey scan m/z range of 400–1800 was used, normalised collision energy set to 27%, charge exclusion enabled with unassigned and +1 charge states rejected and a minimal AGC target of 1e3.

#### Raw data processing

Data were processed using the MaxQuant software platform (v1.6.1.0), with database searches carried out by the in-built Andromeda search engine against the Uniprot *H. sapiens* database (version 20180104, number of entries: 161,521). A reverse decoy search approach was used at a 1% false-discovery rate for both peptide spectrum matches and protein groups. Search parameters included: maximum missed cleavages set to 2, fixed modification of cysteine carbamidomethylation and variable modifications of methionine oxidation, protein N-terminal acetylation and serine, threonine, tyrosine phosphorylation. Label-free quantification was enabled with an LFQ minimum ratio count of 2. ‘Match between runs’ function was used with match and alignment time limits of 1 and 20 min, respectively.

### Genomic analysis

Total RNA was extracted using the RNeasy Mini kit (Qiagen) and quantified by Qubit (Thermo Fisher) to assess sample integrity. Ribosomal and mitochondrial RNA was removed via ribodepletion. Seventy-five base paired-end reads were sequenced by the Imperial BRC Genomics Facility using the HiSeq4000 (Illumina) resulting in ~45 million reads per sample. Data were aligned to the human reference genome (version hg19) using HISAT2 (v 2.1.0) and BAM files were visualised using the Integrative Genome Viewer (Broad Institute). Read counts were quantified using function feature Counts from the R package Rsubread (v 1.34.7).

Proteomics analysis from IMR-32 cells subjected to 5 μM indisulam for 6 and 16 h was used for further analysis. The mean of three duplicates was taken and fold changes were calculated relative to the corresponding vehicle control. *P*-values were corrected using the Benjamini–Hochberg method and were considered significant if <0.05. Further, genes that were identified as mis-spliced were compared with statistically significant up and downregulated proteins (at 16 h indisulam exposure versus vehicle control). The overlap of which was then imported into the Consensus PathDB interaction database (provided by Max Planck Institute for Molecular Genetics http://cpdb.molgen.mpg.de/) for pathway enrichment analysis.

### Alternative splicing analysis

SpliceFisher (github.com/jiwoongbio/SpliceFisher) was used to detect alternative splicing events, where exon and intron regions were defined from the hg19 human reference genome. To estimate differential exon skipping events, the number of exon-junction reads and exon skipping reads were calculated and compared with the vehicle control (Supplementary Fig. 1). Alternatively, for differential intron retention, the numbers of exon-intron and exon-exon reads were used. Read counts were evaluated by multiple Fisher’s exact tests in three two-by-two tables using R, and p-values were adjusted using the Benjamini–Hochberg method and deemed significant *p* < 0.05.

### In vivo experiments

All experimental protocols were approved and monitored by The Institute of Cancer Research Animal Welfare and Ethical Review Body (PPL no. 70/7945, later PPL P91E52C32), in compliance with the UK Home Office Animals (Scientific Procedures) Act 1986, the United Kingdom National Cancer Research Institute guidelines for the welfare of animals in cancer research^46^ and the ARRIVE guidelines^47^.

#### In vivo tumour xenografts of IMR-32 neuroblastoma cells

*NCr-Foxn1*^*nu*^ mice (female, age 6 weeks, weight 24.6 g ±  1.4) were injected subcutaneously unilaterally with 1.5 × 10^6^ IMR-32 cells with 30% matrigel (100 µl total). Callipers were used to measure tumour diameter on two orthogonal axes 2–3 times per week. Volume was calculated using the equation; *v* = 4/3*πr*^3^ (where *r* = radius, calculated as an average of the two axes). Dosing occurred at a predetermined mean tumour size of 0.24 cm^3^ ± 0.09 or 7 mm ± 0.09 mm for 8 continuous days, *intravenous* with either indisulam 25 mg kg^−1^ or vehicle only (3.5% DMSO and 6.5% Tween 80 in saline). This dose was chosen guided by other studies^6,32^ and based on guidance from Nair & Jacob^48^ this equates to a dose of ~105 mg m^−2^, which compares favourably to reported tolerated doses in adult humans of 500–700 mg m^−2^ ^49^. Survival studies were terminated when the mean diameter of the tumour reached 1.9 cm^3^ or after 66 days of the tumour-free disease, vehicle (*n* = 6), indisulam (*n* = 6). (A tumour of 1.9 cm^3^ is the maximal size permitted by the Institute of Cancer Research Animal Welfare and Ethical Review Body was not exceeded). PD study; mice were treated for four days. Tumour tissues were harvested (snap frozen or fixed in 4% paraformaldehyde) for further analysis, vehicle (*n* = 5), indisulam (*n* = 5).

#### In vivo transgenic model of neuroblastoma

Th-*MYCN* mice (129×1/SvJ-Tg(Th-*MYCN*)41Waw/Nci, male and female, age 71 days ±  12 days, weight 24.3 g ±  3.2) have been described previously^27^. In this study, we used heterozygous Th-*MYCN* mice in which we observe a 30% penetrance with tumour onset of 73 ± 25 days. Two to five mice were caged together and were allowed access to sterilised food and water *ad libitum*. Th-*MYCN* mice were monitored by palpation twice weekly and *n* = 12 mice were randomly enrolled into the control group (*n* = 6) or treated group (*n* = 6) when tumours reached a palpation score of approximately 5 mm in diameter. Dosing was done for 8 continuous days, *intravenous* with either indisulam 25 mg kg^−1^ or vehicle only (3.5% DMSO and 6.5% Tween 80 in saline). Studies were terminated when the tumour grew to a palpable size of 10 mm or immediately upon showing any signs of ill health. A tumour of 10 mm is the maximal size permitted by the Institute of Cancer Research Animal Welfare and Ethical Review Body was not exceeded. For survival analysis, mice were treated with indisulam were monitored for up to 124 days (*n* = 5). Tumour size, animal weight, and overall animal well-being were scored daily throughout the study. One animal from the treated group was culled due to generalised ill-health at day 7; autopsy showed no macroscopic tumour residual but evidence of bowel obstruction.

MR images were acquired on a 1 Tesla M3 small animal MRI scanner (Aspect Imaging, Shoham, Israel). Mice were anaesthetised using isoflurane delivered via oxygen gas and their core temperature was maintained at 37 °C. Anatomical fat-suppressed T_2_-weighted coronal images (TE = 9 ms, TR = 4600 ms) were acquired from 20 contiguous 1-mm-thick slices through the mouse abdomen, from which tumour volumes were determined using segmentation from regions of interest drawn on each tumour-containing slice using Horos medical image viewer (v3.3.6). MRI was performed on a subgroup of mice throughout the study subject to equipment availability (*n* = 4 vehicle, *n* = 3 indisulam).

### Statistics and reproducibility

Data were analysed in GraphPad Prism (v9.2.0) and R. Data shown from representative experiments were conducted with similar results. Source data are provided with this paper.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

## Data Availability

The mass spectrometry proteomics data generated in this study have been deposited to the ProteomeXchange Consortium via the PRIDE^50^ partner repository under the accession code PXD022164. The RNAseq data generated in this study have been deposited in NCBI’s Gene Expression Omnibus^51^ under the accession number GSE160446. Processed metabolome data generated in this study are available as Supplementary Data files. CERES CRISPR and CTRP data were downloaded from DepMap database (https://depmap.org/portal/). *DCAF15* expression data from cancer cell lineages were downloaded from CCLE RNA-seq (https://portals.broadinstitute.org/ccle). Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Indisulam targets RNA splicing and metabolism to serve as a therapeutic strategy for high-risk neuroblastoma
**Source:** Nat Commun. 2022 Mar 16;13:1380. doi: 10.1038/s41467-022-28907-3
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Pathway enrichment analysis on RNA splicing and proteomics analysis

File Name: Supplementary Data 2

Description: <sup>13</sup>Cisotope labelling data in DCAF15 WT and KO KELLY cells

File Name: Supplementary Data 3

Description: LC-MS metabolomic analysis in DCAF15 WT and KO KELLY cells

File Name: Supplementary Data 4

Description: LC-MS metabolomic analysis in IMR-32 xenograft tissue

How the deposited data were processed for this re-analysis (not part of the article)

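Total RNA of the neuroblastoma cell line IMR-32 was measured in 6 conditions, vehicle, 1 µM and 5 µM indisulam at 6 h and 16 h, with 1 library each. The authors depleted ribosomal and mitochondrial RNA, sequenced paired ends, aligned the reads to hg19 with HISAT2 and counted them with featureCounts from Rsubread, and they deposited the counts per gene without normalization. The annotation, the use of strand and the handling of reads with several matches are not named in the paper's text. Entrez Gene IDs were matched to symbols with the RefSeq gene table of GRCh38.p14, from which no coordinates were taken, and 23696 IDs had a symbol. *MARS* is an older symbol of more than 1 gene there, and the Entrez Gene ID that Supplementary Data 1 lists beside it (4141) was used. Coordinates, exons, lengths, GC content and overlaps come from the GENCODE annotation of GRCh37, the build the authors used.

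From the deposited counts, log2 CPM were computed with edgeR 4.0.16 in R 4.3.3 (TMM factors, prior count 2) for the 13777 genes with a mean of at least 1 CPM over the 6 libraries. Each treated library was compared with the vehicle library of its time. These comparisons have no replicates and no p-value. A Wilson 95% interval on the share of counts covers counting error only, and the spread of log2 ratios between the vehicle libraries among the 500 genes nearest in expression was used as a second measure. The smallest share the depth can show was set at 3 counts, which is 0.0559 to 0.104 CPM for library sums between 53645363 and 28944767. A gene list was described by its median and the percentile of that median among 10000 random lists of the same size matched on mean expression in 20 bins, computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Figures were drawn with matplotlib 3.10.9. Of the 9 lists, 4 come from Supplementary Data 1, and 5 (core spliceosome, SR protein, p53 target, ATF4 target, and serine and folate enzyme genes) were written before the data were examined.

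As a secondary test, the 4 treated libraries were compared with the 2 vehicle libraries by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes kept, with time as a block. Because no condition has replicates, this test takes the differences between doses, and any change of the effect of treatment with time, as its error. Both procedures were tested on simulated data. With 200 of 13777 genes changed by 2 on the log2 scale, the count test called all 200 in the right direction and 15 unchanged genes. The simulated treated libraries were replicates, without an effect of time or a difference between doses. That simulation thus does not show how the test behaves with the differences between doses and times that are its error here. The list procedure placed 20 of 20 lists shifted by −1 on the log2 scale outside the central 95%. It placed 92 of 100 random lists inside. These sizes do not show how well smaller changes are found.

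The genes named in the text were chosen by a rule set before the data were examined. They are the genes the paper names for its RNAseq, in the labels of Fig. 3a or as determinants of response, the members of the one-carbon and sterol lists, and the 5 highest and 5 lowest log2 ratios at 5 µM and 16 h among genes with a mean of at least 5 CPM that changed at least 2-fold in the same direction in all 4 treated libraries. This gave 45 genes, of which 1 is not reported here. Other names in the text are members of the lists, genes that overlap a named gene, or genes among the 10 with the most counts. The alternatives tried were DESeq2 size factors (DESeq2 1.42.0), total counts only, upper-quartile normalization, leaving out the 10 genes with the most counts, a prior count of 0.5, no minimum or a minimum of 5 CPM, a 1.5-fold threshold, random lists not matched on expression, the mean of a list in place of its median, DESeq2's Wald test, no time block, and leaving out each treated library in turn. Splicing events were not analysed here, since they need reads across splice junctions. Exon primers from the paper were located in the annotated transcripts by exact match.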

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

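The comparisons with vehicle at 6 h and the tests of differences between single libraries were chosen after the results were seen, and the tests of GC content and length, of depth and of pseudogenes before. The gene lists were written before the data were examined. Thinning all libraries to the smallest leaves the expected ratio of a gene with many counts unchanged, and the totals compared at 16 h differed little (33413827 and 28944767), so the thinned values had little room to differ and do not decide about depth.

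RNA of *RBM39*, whose protein the paper finds degraded, was higher in all 4 treated libraries. This is a signal in data the paper did not report on. The log2 ratio to vehicle was 0.86 with 1 µM and 0.88 with 5 µM at 6 h, 1.48 with 1 µM at 16 h and 1.64 with 5 µM at 16 h (540 CPM against 174 CPM), against a vehicle range of −0.20 to 0.34. At 5 µM and 16 h the ratio was 1.49 against vehicle at 6 h, so the vehicle library at 16 h does not account for it. The trend of the log2 ratios with exonic GC content and length was −0.07 for genes like *RBM39*. It lay between −0.63 and 0.34 over all genes, too small to give such a ratio. The ratio after the correction for this trend was 1.66, a value that subtracting −0.07 alone does not give. Thinning gave 1.65, and counting error is covered by the Wilson interval of 1.59 to 1.68. A pseudogene carries its name, and reads shared with it were not tested. The 5 alternatives of scaling, of the 10 top genes and of the prior count left all 4 ratios above the vehicle range, the lowest being 0.82. The adjusted p over the treated libraries was 0.0108 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The lowest ratio of the 4 treated libraries was 0.86, above the vehicle range, and the vehicle libraries differed by −0.15. These values argue against a chance difference of a single culture, although each condition has 1 library. Reads shared with the pseudogene remain as an explanation. As a hypothesis, cells may raise *RBM39* RNA, or accumulate altered forms of it, when the protein is lost. Counts per gene do not separate these.

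Core spliceosome genes, whose proteins the paper mentions but whose RNA it does not report, had a median log2 ratio of 0.49 at 5 µM and 16 h over 43 genes, 35 of them higher. Random lists of like expression reached 0.30. The median was 0.38 after removal of the trend with GC content and length, 0.51 after thinning, 0.42 against vehicle at 6 h, and 0.51 in the 26 members without a pseudogene named after them, each above its random lists. It was 0.40 with 1 µM at 16 h and 0.17 and 0.19 at 6 h, above the random lists each time, and −0.02 between the vehicle libraries, inside them. In the test of treated against vehicle libraries 9 of the 43 genes had an adjusted p under 0.05, 6 of them higher and 3 lower, and 27 when the adjustment covered the list alone. The 12 SR protein genes had a median of 0.66, with 11 higher and 8 with an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It was 0.65 after the GC and length correction, 0.67 after thinning, 0.50 with 1 µM at 16 h and 0.40 and 0.43 at 6 h. Against vehicle at 6 h it was 0.48, still above the random lists (0.45), but part of the 16 h difference comes from the vehicle library, in which the SR genes were lower than in vehicle at 6 h by a median of −0.19. Both lists were above their random lists in all 4 treated libraries. The spliceosome genes were inside them between the vehicle libraries, but that is 1 pair of libraries. Their medians at 6 h (0.17 and 0.19) share 1 vehicle library. Lists moved by as much without drug, the SR genes by −0.19 and the ATF4 targets by −0.27. At 6 h a difference between single cultures is therefore not excluded for the spliceosome genes. Their medians at 16 h (0.40 and 0.49, and 0.42 for 5 µM against vehicle at 6 h) were larger and argue against it there, although each condition has 1 library. The SR genes were outside their random lists (−0.051 to 0.082) between the vehicle libraries too, but on the low side (−0.19). The 4 treated medians, from 0.40 to 0.66, had the opposite sign and were larger, with 10 or 11 of the 12 genes higher. For the SR genes as a set, these values argue against differences between single cultures, although each condition has 1 library. Depth was not decided for either list, and pseudogenes were not tested for the SR genes. The paper proposes compensation for the loss of RBM39 from its proteins, and these RNA values may be a further instance of it.

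p53 target genes had a median log2 ratio of 0.97 at 5 µM and 16 h over 19 genes, 16 of them higher, outside the random lists (−0.39 to 0.29). The paper does not analyse them. The median was 0.88 after the GC and length correction, 0.96 after thinning, 1.00 against vehicle at 6 h and 0.51 in the 1 µM library at 16 h. The effect also differed between times. The medians were below 0 at 6 h (−0.05 and −0.17) and above 0 at 16 h, and the mean at 16 h exceeded that at 6 h by 0.85. This difference was not tested. Vehicle at 16 h was itself lower than vehicle at 6 h, by a median of −0.14, below the random lists (−0.085 to 0.067), and this shift enters the ratios at 16 h, although with vehicle at 6 h as the reference the median at 5 µM was not smaller (1.00). The median at 5 µM and 6 h was at percentile 1.92 of random lists and that at 1 µM and 6 h at percentile 17.8, so whether the genes were lower at 6 h cannot be told apart from differences between single libraries. In edgeR's quasi-likelihood test of all treated libraries with Benjamini-Hochberg adjustment, 3 of the 19 genes had an adjusted p under 0.05, 2 of them lower and 1 higher. That test measures the average over both times.

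ATF4 target genes had a median of −0.59 at 5 µM and 16 h over 17 genes, 13 of them lower, and serine and folate enzyme genes a median of −0.82 over 16 genes, 15 of them lower. For the ATF4 targets the median was −0.67 after the GC and length correction, −0.58 after thinning, −0.98 against vehicle at 6 h and −0.32 in the 1 µM library at 16 h. For the serine and folate enzymes these values were −0.94, −0.79, −1.06 and −0.67. All were below their random lists. Vehicle at 16 h was itself lower than vehicle at 6 h for both lists, by −0.27 and −0.09, the direction seen with drug, with 1 vehicle library per time. The lists share 5 genes. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment 2 of the 17 ATF4 targets had an adjusted p under 0.05 over all genes and 7 over the list alone, and 3 and 10 of the 16 serine and folate enzymes. At 6 h the medians were −0.14 and −0.19 for the ATF4 targets and −0.13 at both doses for the enzymes. For the ATF4 targets the medians at 6 h were smaller decreases than that between the vehicle libraries. The ATF4 pattern cannot be told apart from differences between single cultures. For the enzymes this holds at 6 h, where the medians were close to the vehicle difference of −0.09. At 16 h their medians of −0.67 and −0.82 were larger decreases, with 14 and 15 of the 16 genes lower. Against vehicle at 6 h the median at 5 µM was −1.06. For the enzymes these values argue against such differences as the source of the decrease at 16 h.

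Among the genes the paper names, 5 moved in opposite directions at 6 h and 16 h at both doses. The mean log2 ratio at 16 h minus that at 6 h was 0.39 for *NUSAP1*, −0.36 for *PTMS*, 0.41 for *DCAF15*, −0.33 for *MYCN* and 1.02 for *MYC*. These differences were not tested. Of the 5 genes, 0 were outside the vehicle range in all 4 comparisons, which a gene changed at 16 h alone could not be. At 16 h *NUSAP1* was above its range at 1 and 5 µM (0.33 and 0.37, against 0.26). *PTMS* was below its range at both doses (−0.25 each, against −0.20). The 2 doses share a vehicle library, so this does not decide about single libraries. The sign of *NUSAP1* at 5 µM and 6 h changed with the normalization. *MYC* had between 6 and 11 counts per library, and the Wilson interval of each of its ratios includes 0. Differences between single libraries could give all 5.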

How the results depend on the processing

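All alternatives were set before the data were examined, and the comparisons with other choices of the vehicle libraries were chosen after the results were seen. No paired analysis was possible because each condition has 1 library and the labels give no replicate numbers beyond 1.

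The number of genes changed at least 2-fold depended on the minimum expression and the threshold. With all genes that have any count, it was 1071 for 1 µM and 1423 for 5 µM at 6 h, 3157 for 1 µM and 4097 for 5 µM at 16 h, 1141 between the vehicle libraries and 145 in the same direction in all 4 treated libraries. The 1141 genes between the vehicle libraries show how far libraries without drug differ when no minimum is set. Counting noise of low genes and time in culture are not separated there. With a minimum of 5 CPM the numbers were 33, 82, 781, 1233, 11 and 22 in the same order. With a 1.5-fold threshold they were 744, 1144, 3541, 4835, 311 and 419. The balance of higher and lower genes moved as well. For 1 µM at 6 h it was 88 higher and 44 lower in the main setting, 13 and 20 with a minimum of 5 CPM and 320 and 424 with a 1.5-fold threshold. In all 4 treated libraries it was 48 and 20, 10 and 12, and 145 and 274 in the same order. For 5 µM at 6 h it was 106 and 117, 20 and 62, and 352 and 792, and with all genes that have any count 764 and 659. The split between the vehicle libraries with all such genes was 636 and 505. At 16 h more genes were lower than higher with drug at both doses in the main setting and all 8 alternatives. In each of these settings more genes changed at 16 h than at 6 h and more at 5 µM than at 1 µM. Under the other normalizations, without the 10 genes with the most counts and with a prior count of 0.5, each number stayed within 1.5 times its main value.

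Scaling by total counts moved the median of all genes at 5 µM and 16 h from −0.03 to −0.14. This shift is shared by all genes, and it moved the split of calls. At 5 µM and 6 h, 88 genes were higher and 156 lower, against 106 and 117 with TMM. Upper-quartile normalization reversed that balance, with 113 higher and 95 lower. Between the vehicle libraries 6 were higher and 30 lower under total counts, against 11 and 26 with TMM.

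The medians of the 108 mis-spliced genes with reduced protein, the cell cycle genes and the one-carbon genes at 5 µM and 16 h stayed below their random lists. This held in all 9 alternatives tried for each. The sterol genes stayed below in 8 of their 9. Against random lists not matched on expression their median of −0.57 was at percentile 9.05 and no longer stood apart. With vehicle at 6 h as the reference, chosen after the results were seen, it was −0.495 at percentile 2.51 of matched lists, also inside them. The cause was not tested. With 4 genes this list limits what can be said. The medians of the 5 other lists stayed outside their random lists, on the same side, in all 45 values computed.

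In the test of treated against vehicle libraries, 1526 genes had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DESeq2's Wald test gave 3142, edgeR without the time block 140, and edgeR on all genes with any count 3170. With a minimum of 5 CPM the number was 1251. Upper-quartile normalization gave 1672 with another split, 783 higher and 889 lower, against 496 and 1030 with TMM. The 4 fits that each left out 1 treated library gave from 0 to 446 genes. The fit with 0, without 1 µM at 16 h, had 3327 genes at an unadjusted p under 0.05, against 5141 with all libraries. The cause was not tested. Of the 9 choices of 1 library per time as the vehicle, 1 gave as many genes, the real one, and the others gave 0, but with 9 choices the share cannot fall under 0.05.

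For the named genes, 446 log2 ratios were recomputed, all for 5 µM at 6 h and 16 h. Those for 1 µM were recomputed for *RBM39* alone. Of these, 351 moved by less than their Wilson interval and 95 by more, 53 under total counts, 34 under upper-quartile normalization and 8 under DESeq2 size factors. The largest move was 0.12. The sign changed in 6 of the 90 pairs of gene and comparison at 5 µM, with ratios between −0.05 and 0.06 under TMM, namely *CDK4*, *CYP51A1*, *GLUL*, *NUSAP1* and *TRIM27* at 5 µM and 6 h and *RPL7L1* at 5 µM and 16 h. The depth limits low genes most, such as *MYC*. The spread between cultures of the same condition was not measured.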

Other observations

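The tests on intronless genes other than histone genes were chosen after the results were seen, as was the relation with the number of introns. The tests on all intronless genes were set before.

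Small RNAs made by RNA polymerase III, such as *RN7SL1*, *RN7SL2*, *RN7SK*, *RMRP* and *RPPH1*, a set put together after its counts were seen, took a larger share of counts with indisulam. The share was 7.86% with vehicle, 8.95% with 1 µM and 9.17% with 5 µM at 6 h, and 8.63%, 10.1% and 11.1% at 16 h. No explanation was tested, technical or biological, and counts without an external standard do not separate a rise of these RNAs from a fall of other RNA.

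If loss of mis-spliced transcripts lowers RNA, genes without introns would be higher than genes with introns. For all 233 intronless protein-coding genes this was not seen at 5 µM and 16 h. Their median log2 ratio was 0.037, at percentile 95.3 of random lists of genes with introns of like expression and inside the central 95% (−0.17 to 0.06). Random lists matched also on length and GC content were centred on the same value of 0.037, from −0.05 to 0.12. At 6 h the median was above the random lists at both doses (0.10 and 0.16). Of the 233 genes, 50 are histone genes, which depend on the cell cycle. Without them the median was 0.20 over 183 genes, above the random lists (−0.28 to −0.01), and with matching also on length and GC content the random lists reached 0.053. It was 0.22 after thinning, which had little room to move it, 0.23 against vehicle at 6 h, 0.20 with 1 µM at 16 h and 0.16 and 0.19 at 6 h. In all 4 treated libraries it was above the random lists. A smaller difference of the same sign was present between the vehicle libraries (0.02, percentile 99.8). The hypothesis therefore may hold for intronless genes other than histone genes, but it was narrowed after the values were seen. A difference of 1 treated library would not give all 4 values, while the difference between the vehicle libraries leaves a smaller part of it open to differences between libraries.

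Across 12165 protein-coding genes, which are not independent replicates, the log2 ratio fell with the number of introns. Spearman's rho was −0.24 with 1 µM and −0.25 with 5 µM at 6 h and −0.22 and −0.24 at 16 h, and 0.02 between the vehicle libraries. After the ranks of expression, length and GC content were taken out, the correlations were −0.21, −0.26, −0.22 and −0.23, and −0.02 between the vehicle libraries. No biological explanation was tested beyond the comparison with vehicle.

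Fig. 3a labels 8 proteins as higher and 11 besides RBM39 as lower at 5 µM and 16 h. RNA of 7 of the 8 genes was higher in this condition, with *PTMS* (−0.25) the exception, and RNA of all 11 was lower, *RPL7L1* by the least (−0.05, above 0 under upper-quartile normalization).

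*DDX1*, *NBAS* and *MYCN* were among the genes with the most counts over the 6 libraries, with ranks 5, 9 and 19 of mean CPM (9734, 3857 and 2284 CPM). They lie close together on chromosome 2 of hg19, *NBAS* from 15307040 to 15701464, *DDX1* from 15731302 to 15774470 and *MYCN* from 16080672 to 16087129. At 5 µM and 16 h their log2 ratios were −0.32 for *DDX1*, −0.99 for *NBAS* and −0.15 for *MYCN*. Copy number was not measured here.

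*DCAF15*, which the paper relates to sensitivity across cell lines, was at a mean of 42.9 CPM in IMR-32 cells. Its log2 ratio to vehicle was −0.15 and −0.27 at 6 h and 0.13 and 0.28 at 16 h for 1 and 5 µM. Its exons overlap *PODNL1* on the opposite strand.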
